# Expansion on Stromal Cells Preserves the Undifferentiated State of Human Hematopoietic Stem Cells Despite Compromised Reconstitution Ability

**DOI:** 10.1371/journal.pone.0053912

**Published:** 2013-01-16

**Authors:** Mattias Magnusson, Maria I. Sierra, Rajkumar Sasidharan, Sacha L. Prashad, Melissa Romero, Pamela Saarikoski, Ben Van Handel, Andy Huang, Xinmin Li, Hanna K. A. Mikkola

## Abstract

Lack of HLA-matched hematopoietic stem cells (HSC) limits the number of patients with life-threatening blood disorders that can be treated by HSC transplantation. So far, insufficient understanding of the regulatory mechanisms governing human HSC has precluded the development of effective protocols for culturing HSC for therapeutic use and molecular studies. We defined a culture system using OP9M2 mesenchymal stem cell (MSC) stroma that protects human hematopoietic stem/progenitor cells (HSPC) from differentiation and apoptosis. In addition, it facilitates a dramatic expansion of multipotent progenitors that retain the immunophenotype (CD34+CD38−CD90+) characteristic of human HSPC and proliferative potential over several weeks in culture. In contrast, transplantable HSC could be maintained, but not significantly expanded, during 2-week culture. Temporal analysis of the transcriptome of the *ex vivo* expanded CD34+CD38−CD90+ cells documented remarkable stability of most transcriptional regulators known to govern the undifferentiated HSC state. Nevertheless, it revealed dynamic fluctuations in transcriptional programs that associate with HSC behavior and may compromise HSC function, such as dysregulation of *PBX1* regulated genetic networks. This culture system serves now as a platform for modeling human multilineage hematopoietic stem/progenitor cell hierarchy and studying the complex regulation of HSC identity and function required for successful *ex vivo* expansion of transplantable HSC.

## Introduction

Hematopoietic stem cells (HSC) have been successfully used to treat leukemias, inherited immune deficiencies and other life-threatening blood diseases [1], [2]. However, only a fraction of patients benefit from this therapy due to the lack of HLA-matched bone marrow donors, and low number of HSC in cord blood [3]. Therefore, a long-standing goal has been to establish culture protocols to facilitate HSC expansion. However, there has been little success in expanding human HSC for clinical purposes due to limited understanding of the complex mechanisms governing HSC properties, and how these programs become compromised in culture. Furthermore, most HSC regulators have been identified using gene-targeted mouse models [4], whereas mechanistic understanding of human hematopoiesis is lagging behind due to lack of suitable *in vitro* and *in vivo* model systems for manipulating human HSC or their niche. A major challenge in culturing HSC is the difficulty to recreate the specialized microenvironment that regulates self-renewal of HSC within hematopoietic tissues; as a result, cultured HSC are subjected to rapid differentiation or death [5].

The bone marrow HSC niche consists of multiple cell types, including mesenchymal stem cells (MSC), osteoblasts, adipocytes, endothelial cells and macrophages [6], [7], [8], [9], [10]. The microenvironment directs HSC fate decisions by mediating cell-cell interactions and secreting soluble growth factors [8], [11], [12]. Although several HSC supportive cytokines (e.g. SCF, IL-11, IL-3, FLT-3, TPO, angiopoietin-like proteins, and the Notch1 ligand Dl1) [13], [14], [15], [16], cell-intrinsic stimulators of HSC expansion (e.g. HOXB4) [16], [17], [18] and inhibitors of negative HSC regulators (e.g. AhR signaling [19]) have been identified, these have not yet led to the establishment of routine clinical protocols for HSC expansion. Several studies have assessed the suitability of various stromal cell lines from fetal and adult hematopoietic tissues to support murine and human hematopoiesis [20], [21], [22], [23], [24], [25]; nevertheless, there has been little progress in expanding functional human HSC on these stroma lines. It is unclear to what extent the different HSC properties can be maintained in culture, and what molecular defects prevent robust expansion of transplantable HSC. Understanding how the *ex vivo* culture *per se* affects HSC function and molecular properties will be a critical step toward improving culture conditions for the expansion of HSC for clinical purposes, and also for the long-term goal to generate transplantable HSC in culture from human pluripotent stem cells.

To understand the behavior of human hematopoietic stem/progenitor cells (HSPC) in culture we established an MSC stroma based co-culture system for modeling human hematopoietic hierarchy, and defined the extent to which surface markers, functional properties and transcriptome characteristic for the primitive HSPC fraction can be preserved during culture. We show that OP9M2, a subclone of OP9 stroma cells, protects human fetal liver and cord blood HSPC from differentiation and apoptosis, facilitating a dramatic *ex vivo* expansion of multipotent hematopoietic cells that preserve the CD34+CD38−CD90+ surface immunophenotype that is characteristic for human HSC. This system also maintains the initial number of transplantable human fetal liver HSC (defined based on myelo-lymphoid reconstitution in NSG mice) for at least 2 weeks in culture, but does not support their significant expansion. Genome-wide gene expression analysis of the expanded fetal liver CD34+CD38−CD90+ cells showed a remarkably stable transcription factor network associated with HSC entity, but revealed dynamic changes in distinct molecular programs that are sufficient to compromise HSC function. Thus, this co-culture offers a robust *ex vivo* system for studying the regulation of human multilineage hematopoiesis. Furthermore, the temporal gene expression data from *in vivo* derived and *ex vivo* expanded human CD34+CD38−CD90+ will serve as a resource to identify key regulatory mechanisms that control HSC identity *vs.* function, and to develop clinically applicable protocols for HSC expansion and *de novo* generation from pluripotent stem cells.

## Materials and Methods

### Ethical Statement

This Study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of National Institutes of Health. The protocol was reviewed and approved by UCLA Animal Research Committee (Protocol number 2005–109). All efforts were made to minimize suffering.

This work does not involve research on human subjects based on the federal legislation (45 CFR 46.102(f)). Fetal livers were discarded material from elective terminations performed by Family Planning Associates. All material was obtained only after written informed consent and carried no personal identifiers. The consent form was approved by Family Planning Associates. The project was evaluated by the UCLA Medical Institutional Board 2 who determined that no IRB approval is required.

### Isolation of HSPC from Human Fetal Liver

Fetal livers were discarded material from elective terminations of second trimester pregnancies (14–18 weeks of developmental age). Single cell suspension was prepared by dissociation using scalpels and syringes. Red cells were removed using Ficoll gradient (Stem Cell Technologies). CD34+ cells were isolated using magnetic beads (Miltenyi Biotech).

### Stromal Cell Lines

OP9M2 subclone was generated by deriving a clonal line from OP9 stromal cells [26] plated at low density (0.32 cells/cm^2^) in stroma media containing α-MEM (GIBCO/Invitrogen), 20% fetal bovine serum (Hyclone) and 1% penicillin/streptomycin (GIBCO/Invitrogen). The BFC012 and AFT024 mouse fetal liver stromal lines was kindly provided by Kateri A Moore and Ihor Lemischka (Mount Sinai School of Medicine, NYC) [27]. S17 [28] (obtained from Kenneth Dorshkind at UCLA) and the MS5 [29] mouse bone marrow stromal lines were also tested.

### Hematopoietic Stem/progenitor Cell Cultures

Stromal cells were irradiated (2000 rad) and plated (25,000 cells/cm^2^) on tissue culture treated wells in stroma media (see above) 24 hours before co-culture. HSPC were co-cultured with stroma (1000–5000 CD34+ cells/cm^2^) in “HSC media” (stroma media supplemented with human SCF (25 ng/ml), FLT-3L (25 ng/ml) and TPO (25 ng/ml) (Peprotech) for 7–14 days before replating (100,000–200,000 cells/cm^2^). Half the media was replaced every other day. For B-cell differentiation, the expanded cells were co-cultured on irradiated OP9M2 in stroma media supplemented with human SCF (50 ng/ml), FLT-3L (40 ng/ml) and IL-7 (100 ng/ml) (Peprotech). Following expansion, cells were assayed by FACS and colony-forming assays (see below).

### Flow Cytometry

Mouse anti–human monoclonal antibodies for CD45, CD34, CD90, CD66b, CD235, CD13, CD14 and CD33 (BD Biosciences) and CD45, CD19, CD38 (eBioscience) were used for flow cytometry. Dead cells were excluded with 7-amino-actinomycin D (BD Biosciences). Cells were assayed on a BD LSRII flow cytometer and data was analyzed with FlowJo software (TreeStar). Cell sortings were performed on a BD Aria II.

### Colony-forming Assays

Single-cell suspensions were obtained as described and plated on MethoCult GF+ H4435 methylcellulose (Stem Cell Technologies) containing SCF, GM-CSF, IL-3 and EPO supplemented with TPO (10 ng/ml, Peprotech), 1% penicillin-streptomycin and 1% amphotericin B (GIBCO/Invitrogen). Colonies were scored after 14 days.

### Transplantation Assays

Transplantation assays were performed by intravenous (tail vein or retro-orbital) injection into sublethally (325 rad) irradiated 7–10 week female NOD-*scid IL2R*γ *null* mice (Jackson Laboratories) housed under pathogen-free conditions. For culture time course analysis, 50,000 CD34+ fetal liver cells or their expansion equivalent were transplanted. Peripheral blood was analyzed for human engraftment. Mice were sacrificed by CO_2_ 16 weeks post transplantation and bone marrow and spleen were analyzed for surface markers expressed in human HSPC and their differentiated progeny. The NSG repopulating cell (NSG-RC) frequency was determined using 5000, 1500 and 500 CD34+ fetal liver cells and their expansion equivalent after 2 weeks of co-culture on OP9M2. The cell dose was considered to contain at least one NSG-RC if human engraftment in the bone marrow exceeded 0.1%. The NSG-RC frequency was calculated on the basis of negative recipients using L-calc software (Stem Cell Technologies).

### RNA Purification and Microarray

RNA was purified from 100,000 CD45+CD34+CD38−CD90+ fetal liver cells that were isolated freshly (day 0) or at different time points in culture (12 hours, 2 weeks and 5 weeks) using QIAshredder and RNEasy Mini Kit (QIAGEN). The RNA was amplified using the NuGen FFPE amplification kit (Roche) and hybridized on Affymetrix arrays (u133plus2.0 array) in the Clinical Microarray Core, Department of Pathology & Laboratory Medicine at UCLA. For the OP9M2 and BFC012 stromal cell lines the RNA was amplified using an Ambion kit and hybridized to Affymetrix mouse 430 2.0 array. Raw data will be available for download from Gene Expression Omnibus (http://ncbi.nlm.nih.gov/geo) (GSE34974).

### Differential Gene Expression Analysis

Bioconductor version 2.7 was used for computational analyses [30], [31]. The samples were clustered using hierarchical clustering using Spearman rank correlation as the distance metric. Cluster 3.0 (for clustering) and Treeview (for visualization) were used. Limma package was used to obtain differentially expressed genes. The MAS5.0 algorithm through the R package Affy was used for calculating P/M/A detection calls for each array sample. The online resource DAVID was used to determine Gene Ontology (GO) statistically over-represented categories. The cellular location of the differentially expressed genes was annotated using Ingenuity Pathway Analysis software. Fuzzy c-means clustering was performed on microarray data from Day 0, 12 hours, 2 weeks and 5 weeks using Mfuzz. The probe sets included in the clustering were differentially expressed in at least one pair wise comparison at 5% FDR, and a fold change value of ±2.0. RMA derived expression values were standardized and clustered using Mfuzz for the probe sets that met the above criteria.

## Results and Discussion

### OP9M2 Stroma Supports Expansion of Human CD34+CD38−CD90+ Cells and Establishment of Multilineage Hematopoietic Hierarchy *ex vivo*

One of the long-standing goals in the field has been to establish a culture system that maintains HSC properties. In the absence of such system, the ability to model human hematopoiesis *in vitro* has been limited, and little progress has been made in expanding transplantable human HSC for clinical applications. Moreover, in order to succeed in the generation of HSC from human pluripotent stem cells, we have to understand how culture affects HSC properties, and minimize the negative effects of culture. Therefore, it is crucial to develop culture systems that mimic the *in vivo* HSC niche, as well as to understand the molecular changes that HSC acquire during culture. To define the extent to which HSC properties can be maintained in culture, we first assessed the ability of different stromal cell lines to preserve the undifferentiated state of human HSC (Figure 1A, Figure S1 and data not shown). We chose second trimester fetal liver HSC as the primary cell type for this study, as they are highly self-renewing, similar to cord blood, and also represent a developmentally closer target cell for generation of HSC from human ES cells or IPS cells. Culture of CD34+ human fetal liver cells with standard “HSC cytokines” (SCF, TPO and FLT-3L) with no stroma for two weeks resulted in loss of the primitive CD34+CD38−CD90+ population that contains HSC (Figure 1A). Likewise, the mouse BFC012 fetal liver stroma line and most of the mouse and human stroma lines tested resulted in complete loss or decrease of undifferentiated CD34+CD38−CD90+ cells during the two week culture (Figure 1A, Figure S1). In contrast, co-culture of CD34+ cells on OP9M2, a subclone of OP9 stroma maintained a robust population of CD34+CD38−CD90+ cells (Figure 1A). The parental OP9 also showed maintenance of CD34+CD38−CD90+ cells, albeit at slightly lower frequency (Figure S1). As the OP9M2 stroma is a clonal line and therefore more homogenous than the parental OP9 line, it was chosen for subsequent studies. Co-culture on OP9M2 cells also facilitated the generation of mature myeloid and erythroid cells, as well as B-cells if the culture was supplemented with IL-7 (Figure S2). These findings demonstrate that the OP9M2 stromal line maintains a population of human CD34+CD38−CD90+ cells in an undifferentiated state while supporting the establishment of multilineage hematopoietic hierarchy *ex vivo*. We found that the supportive OP9M2 stroma has MSC characteristics and can generate osteoblasts, adipocytes and chondrocytes (Figure S3), as also reported for the OP9 bulk cells [32], which is intriguing since MSCs and their derivatives are also key components of the bone marrow HSC niche *in vivo* [6], [8], [9].

**Figure 1:**
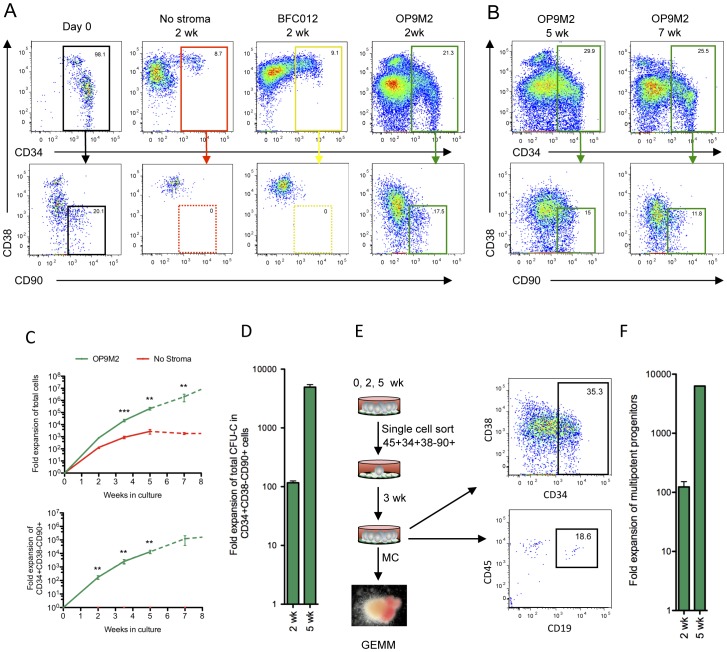
The OP9M2 MSC stromal cell line supports long-term expansion of multipotent human CD34+CD38 −**CD90+ cells.** Co-culture of human fetal liver CD34+ cells on OP9M2 stroma maintains cells with the characteristic CD34+CD38−CD90+ surface immunophenotype that HSC express. (A) Representative FACS plots of CD34+ fetal liver cells after co-culture either without stroma, on BFC012 stromal cells or on OP9M2 stromal cells are shown. (B) Representative FACS plots of fetal liver CD34+ cells co-cultured for 5 and 7 weeks on the OP9M2 stromal cell line are shown. (C) Upper chart shows total fold expansion of all hematopoietic cells from input CD34+ cells with or without OP9M2. Lower chart shows total fold expansion of CD34+CD38−CD90+ cells. Bold line represents 7 experiments (n = 7) while dashed lines represent 3 experiments (n = 3), as in some experiments HSPC cultured beyond 5 weeks had started to lose proliferative potential. (D) Fold expansion of CD34+CD38−CD90+ clonogenic progenitors (CFU-C, assessed in methylcellulose cultures) is shown. Error bars represent SEM (* p<0.05, n = 3). (E) Single cell assay documenting expansion of CD34+CD38−CD90+ cells that retain both myeloid and lymphoid differentiation potential is shown. 96-well plates were coated with OP9M2 stroma, and individual CD34+CD38−CD90+ fetal liver cells (freshly isolated or *ex vivo* expanded) were sorted directly into each well and cultured for 3 weeks to assess for recreating the CD34+CD38−CD90+ immature population and for myelo-lymphoid differentiation potential. (F) Total fold expansion of clonally multipotent progenitors in co-culture with OP9M2 is shown. Error bars represent SEM (* p<0.05, 2 weeks n = 3, and 5 weeks n = 1).

### Co-culture on OP9M2 Stroma Supports Sustained *ex vivo* Expansion of Multipotent Human CD34+CD38−CD90+ Cells

We next assessed the ability of OP9M2 MSC stroma to sustain expansion of human CD34+CD38−CD90+ hematopoietic cells over time. Strikingly, CD34+CD38−CD90+ cells could be maintained on OP9M2 in similar frequencies for over 5 weeks, resulting in >10,000-fold expansion of cells with the surface immunophenotype associated with undifferentiated hematopoietic cells (Figure 1A–C). By 7–8 weeks of culture, the expansion potential of CD34+CD38−CD90+ cells had started to diminish (Figure 1C). Fractionation of the cultured (2 and 5 weeks) cells based on their surface phenotype showed long-term proliferative potential and capacity to expand phenotypic HSC exclusively within the CD34+CD38−CD90+ fraction (Figure S4), verifying that also during culture, the CD34+CD38−CD90+ phenotype identifies the most undifferentiated cells. Similar to human fetal liver, cord blood CD34+CD38−CD90+ cells could also be robustly expanded on OP9M2 (Figure S5A–C). Likewise, CD34+CD38−CD90+ cells were the only cells in cord blood expansion culture that that could regenerate hematopoietic cells with undifferentiated phenotype and long-term proliferative potential (Figure S5D–F).

To investigate the functional potential of the *ex vivo* expanded CD34+CD38−CD90+ cells, their colony forming potential and differentiation ability was assessed. Although there was a slight drop in frequency of clonogenic progenitors over time (CFU-C, as assessed on methylcellulose culture) among fetal liver CD34+CD38−CD90+ cells after culture (Figure S6A) a 110-fold and a 4900-fold total expansion of CD34+CD38−CD90+ clonogenic progenitors was obtained during 2 and 5 weeks, respectively (Figure 1D). Similar expansion of CD34+CD38−CD90+ CFU-C (89-fold (±8)) was obtained during 2 weeks culture of cord blood cells (data not shown). In addition, the distribution of different colony types was maintained among the CD34+CD38−CD90+ cells expanded for 2 weeks, whereas by 5 wk, there was a slight decrease in GEMM colony frequency (Figure S6B). To assess multipotency of the expanded CD34+CD38−CD90+ cells at clonal level, CD34+CD38−CD90+ cells were isolated freshly or after 2 or 5-week culture and plated individually on OP9M2 (Figure 1E), after which the clones were split into myeloid- and B-lymphoid conditions. Likewise, there was a 2.3-fold decline in the frequency of clonally multipotent clonogenic cells among the CD34+CD38−CD90+ cells after 2 weeks in culture, (Figure S6C), nevertheless, a 100-fold expansion of clonally multipotent CD34+CD38−CD90+ cells was observed after 2 weeks (Figure 1F), and in one experiment, 8000-fold expansion after 5 weeks in culture. Importantly, the expanded CD34+CD38−CD90+ cells remained responsive to microenvironmental cues and differentiated rapidly upon removal from the supportive stroma (Figure S7).

These data demonstrate that the OP9M2 stroma supports long-term expansion of human HSPC that preserve key characteristics associated with HSC, including CD34+CD38−CD90+ surface immunophenotype, high proliferative potential and multipotency.

### Transplantable HSC can be Maintained on OP9M2 Stroma

We next assessed the ability of the *ex vivo* expanded CD34+CD38−CD90+ cells to reconstitute the hematopoietic system *in vivo*. Transplantation of cells derived from 50,000 CD34+ fetal liver cells during 2-week culture into NSG mice demonstrated preservation of engraftable HSC on OP9M2 stroma. At 16 weeks post-transplantation, robust engraftment of human CD45+ cells was detected in both peripheral blood (2 wk: 14.55±8.51, Day 0∶29.93±7.67) and bone marrow (2 wk: 43.02±11.48, Day 0∶63.90±10.14) with contribution to undifferentiated CD34+CD38− cells, myeloid cells and B-cells (Figure 2A–B and Table S1). Furthermore, human T-cells were detected in the spleen (Figure 2B and Table S1). Multilineage human bone marrow engraftment was also observed from cells cultured for 3 weeks (18.26±12.35) (Table S1), whereas by 5 weeks in culture, their reconstitution ability had dropped dramatically (0.04%±0.015) (Figure 2A). Transplantation of *ex vivo* expanded cells fractionated into cells with the immunophenotype associated with undifferentiated HSPC (CD34+CD38−CD90+) and downstream progenitors (CD34+CD38−CD90-, CD34+CD38+CD90− and CD34−) confirmed that CD34+CD38−CD90+ cells in the cultured fetal liver possessed most of the *in vivo* HSC activity (Figure 2C and Table S1) as previously shown for cord blood HSC [33]. These results demonstrate that transplantable human HSC that retain the characteristic surface immunophenotype (CD34+CD38−CD90+) can be maintained *ex vivo* on OP9M2 stroma for over 2 weeks. Notably, previous work has suggested that CD38 is an unreliable differentiation marker in hematopoietic cells cultured *in vitro* [34]. However, this discrepancy could potentially be explained by different culture conditions, such as the lack of using OP9 MSC stromal cells. To investigate whether expansion of engraftable HSC was achieved, limiting dilution transplantation assay was performed. The number of NSG repopulating cells (NSG-RC) among cultured HSPC was similar to that before the expansion (Day 0∶1 in 2610 (lower 1413 and upper 4821) and at 2 wk in culture: 1 in 3003 (lower 1515 and upper 5953)) (Figure 2D and Table S1). As there was a dramatic expansion of CD34+CD38−CD90+ cells during culture (Figure 1C) but no increase in engraftable HSC, the frequency of NSR-RCs among CD34+CD38−CD90+ cells was estimated to drop from 1 in 522 to 1 in 63504. These data indicate that although HSC activity can be preserved during culture, majority of the expanded CD34+CD38−CD90+ cells fail to reconstitute the recipient’s hematopoietic system.

**Figure 2:**
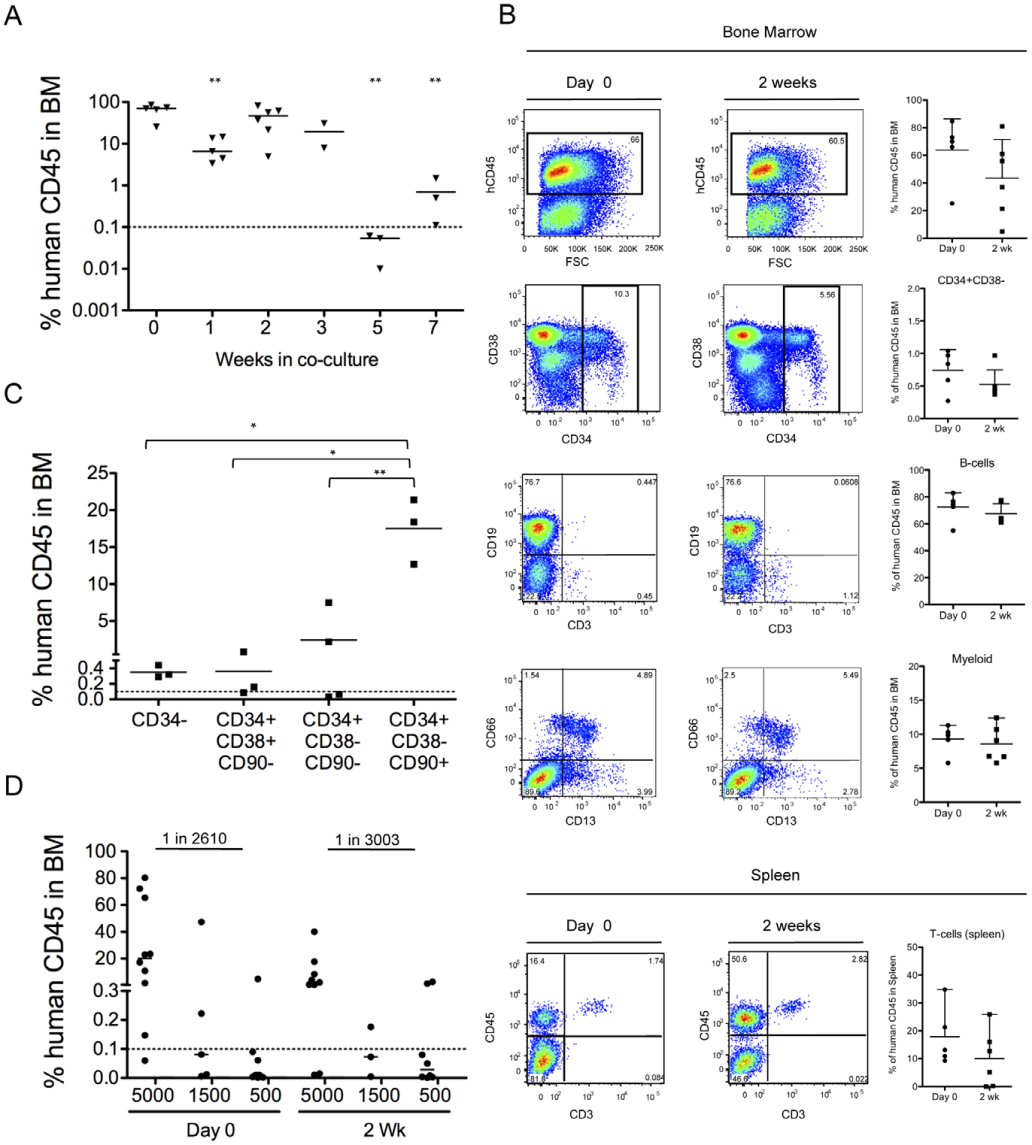
The OP9M2 stromal cell line supports maintenance of engraftable HSC. (A) Summary of total human reconstitution in the bone marrow of NSG mice 16 weeks post transplantation of all the progeny cells from 50,000 CD34+ input cells that were transplanted freshly (Day 0) or co-cultured for up to 7 weeks. Shown are all individual recipients and mean value. P value was calculated for each time-point in comparison to Day 0. (** p<0.01). (B) Representative FACS plot of bone marrow and spleen from NSG recipient mice showing long-term multilineage engraftment of 50,000 input CD34+ FL cells that were isolated freshly or co-cultured 2 weeks on OP9M2. (C) Comparison of engraftment capacity between purified CD34+CD38−CD90+, CD34+CD38−CD90-, CD34+CD38+CD90+ and CD34− cells 2 weeks after co-culture demonstrates that the engraftable HSC are maintained only in the CD34+CD38−CD90+ fraction. Each mouse was transplanted with the respective population derived from 50,000 input CD34+ human fetal liver cells in culture. Shown are all individual recipients and mean value from one experiment (** p<0.01, * p<0.05). (D) Limited dilution assays (n = 2) was performed to estimate NSG-RC frequency among fetal liver CD34+ cells that were transplanted freshly or after 2 week culture. Mice were transplanted with equal number of input CD34+ cells at different concentrations and analyzed 16 weeks post transplantation. No significant difference in NSG-RC number (Day 0∶1 in 2610, upper 4821, lower 1413 and 2 wk: 1 in 3003, upper 5953, lower 1515) (p = 0.77) was detected.

### Microarray Analysis of *ex vivo* Expanded CD34+CD38−CD90+ Cells Demonstrates Stable Expression of HSC Transcriptional Regulators

Despite the dramatic expansion of multipotent CD34+CD38−CD90+ cells on OP9M2 MSC stroma, there was no significant expansion of transplantable HSC, suggesting that most expanded CD34+CD38−CD90+ cells are functionally compromised. To define at the molecular level the degree to which “HSC transcriptional identity” can be preserved during culture and to identify the molecular blocks preventing successful expansion of fully functional HSC, we performed a genome-wide gene expression analysis of sorted CD34+CD38−CD90+ cells isolated at different stages of co-culture. 

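Gene expression was measured on Affymetrix U133 Plus 2.0 arrays in CD34+CD38−CD90+ cells of human fetal liver. Freshly isolated cells (day 0) and cells sorted after 12 hours and after 2 weeks on OP9M2 stroma gave 3 arrays each, and cells sorted after 5 weeks gave 2. Freshly isolated CD34+CD38+CD90− progenitors, sorted at day 0, gave another 2. The authors amplified RNA of 100000 sorted cells and deposited intensities normalized by RMA, on a linear scale, for 54675 probe sets. The median intensity per array was 187 to 192 at day 0, 175 to 184 at 12 hours, 176 to 182 at 2 weeks, 171 to 172 at 5 weeks and 164 to 171 in the progenitors. Its upper quartile was 1018 to 1231 in the progenitors and 1567 to 1727 on the other arrays, and the median log2 difference between the progenitors and day 0 over all tested probe sets was −0.14. The highest intensity of an array was 2150533 to 2574635, above the range of a 16-bit scanner, so the authors' log2 values could have been converted with the natural exponent. In that case each log2 fold change given for these arrays is 1.44 times too large, and the limit called 2-fold is lower than 2-fold. On the scale used, the fold changes differed from those of the paper's Table S2 by a median of 0.06 on the log2 scale over 270 pairs of a probe set and a time point. Fold changes were fitted with limma to log2(intensity + 1) in 1 model of all 5 groups, over 54518 probe sets after removal of 62 control probe sets and of 95 probe sets left out to protect the donors. A gene was represented by the brightest probe set of its own, and PBX1, HOXA9, HOXA10, BMI1, RUNX1, TP63 and HMGCR, to which the annotation gives none, by the probe set that the paper's Tables S2 or S3 give them. A change was called at an adjusted p under 0.05 and at least 2-fold, the thresholds of the paper's methods. The number of arrays limits the precision, and the same day 0 arrays serve in every comparison with day 0.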

To distinguish between molecular changes acquired immediately upon exposure to culture *versus* over prolonged culture, gene expression in sorted CD34+CD38−CD90+ cells was assessed after 12 hours, 2 weeks and 5 weeks in culture. Cultured CD34+CD38−CD90+ cells were compared to freshly isolated CD34+CD38−CD90+ cells and the more differentiated CD34+CD38+CD90- progenitors. 

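The arrays were compared by the Spearman rank correlation of their intensities over all tested probe sets and grouped by average linkage. Arrays of 1 group correlated at 0.974 to 0.982 at day 0, 0.973 to 0.977 at 12 hours, 0.985 to 0.988 at 2 weeks, 0.986 at 5 weeks and 0.972 in the CD34+CD38+CD90− progenitors. The arrays of all 5 groups lay on branches of their own. The 2-week and 5-week arrays joined first, at a distance (1 minus the correlation) of 0.0195, and the day 0 arrays joined them at 0.0315. The 12-hour arrays followed at 0.0375 and the progenitors joined last, at 0.0892. With complete linkage, 3 of the 5 groups had a branch of their own.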

Hierarchical clustering grouped all replicates together, demonstrating high reproducibility of gene expression in cultured CD34+CD38−CD90+ cells (Figure 3A). 

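The progenitors were the group farthest from day 0. The mean correlation of an array with the day 0 arrays was 0.913 ± 0.00727 (SD, n = 2) for the CD34+CD38+CD90− progenitors, against 0.977 ± 0.00207 (SD, n = 3) among the day 0 arrays themselves. It was 0.960 ± 0.007 (SD, n = 3) at 12 hours, 0.972 ± 0.000957 (SD, n = 3) at 2 weeks and 0.963 ± 0.00716 (SD, n = 2) at 5 weeks. The lowest cultured array reached 0.953 and the highest progenitor array 0.918. Exact two-sided permutation tests against the progenitors gave p = 0.1 for the 12-hour and for the 2-week arrays and p = 0.333 for the 5-week arrays, each the smallest p that these numbers of arrays allow. Adjusted over the 6 comparisons made, these were 0.15, 0.15 and 0.4. The first 2 principal components held 42.9% and 15.7% of the variance. By limma, 13559 probe sets differed between progenitors and day 0, of which 35.3% were higher. That share was 50.9% after quantile normalization, 45.4% with each array centred on its median and 24.2% without the dimmer 50% of probe sets, and the count was 10280 to 13795 when 1 array was left out.

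**Figure D1:**
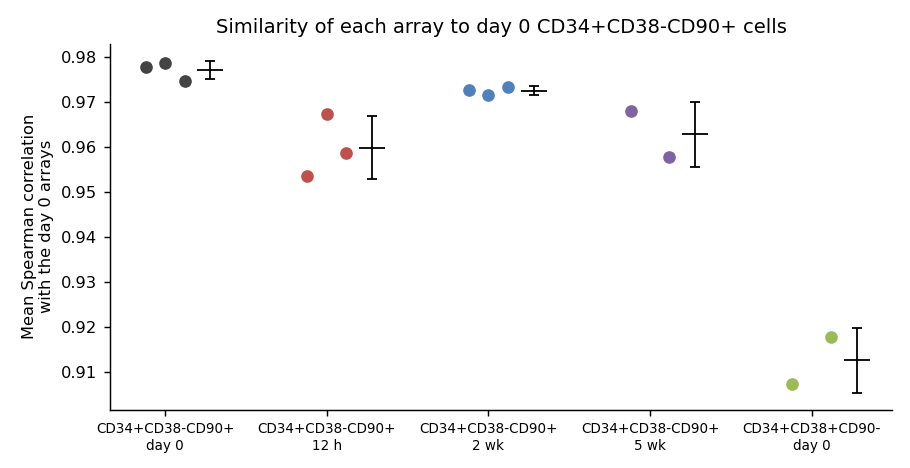
Mean Spearman correlation of each array (points) with the day 0 arrays of CD34+CD38−CD90+ cells, with the mean and SD of each group beside the points (n = 3, or 2 at 5 weeks and for the CD34+CD38+CD90− progenitors). The cultured arrays lie at 0.953 or above and the progenitor arrays at 0.918 or below.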

Spearman rank correlation and principal component analysis revealed that all cultured CD34+CD38−CD90+ cells were more similar to the freshly isolated CD34+CD38−CD90+ cells than the freshly isolated CD34+CD38+CD90- progenitors (Figure 3A–B), indicating that the transcriptome of the expanded CD34+CD38−CD90+ cells is highly preserved throughout the culture. Strikingly, CD34+CD38−CD90+ cells sorted after 2 weeks of co-culture were more similar to freshly isolated CD34+CD38−CD90+ cells than those cultured for only 12 hours (Figure 3A–B), suggesting that CD34+CD38−CD90+ cells have the capacity to adopt to their new stromal niche upon continued culture. However, the number of differentially expressed genes among CD34+CD38−CD90+ cells increased again substantially after prolonged culture (5 weeks) (Figure 3C).

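The 2-week arrays correlated with day 0 at 0.971 to 0.973, and the 12-hour arrays at 0.953 to 0.967. The difference between the group means, 0.0126, was larger than the SD of either group. It remained positive with any single array left out, at 0.00943 to 0.0164. An exact two-sided permutation test gave p = 0.1, the smallest that 3 arrays against 3 allow (0.15 after adjustment). Tested directly with limma, 3273 probe sets differed between 2 weeks and 12 hours, 1923 of them higher at 2 weeks and 1350 lower. Without 12-hour replicate 1 or 3 the count was 1903 or 1896, and without 2-week replicate 1 or 2 it was 1583 or 1487. From the closer resemblance at 2 weeks, the paper proposes that the cells adapt to the stromal niche when culture continues.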

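The number of changed probe sets fell from 12 hours to 2 weeks and was higher again at 5 weeks. Against day 0, limma called 3875 probe sets at 12 hours (1983 higher, 1892 lower), 953 at 2 weeks (618 higher, 335 lower) and 2836 at 5 weeks (1680 higher, 1156 lower). With 1 probe set per gene these were 1680, 412 and 1209 genes. The arrays of both groups did not overlap for 1667, 412 and 1209 of these genes. This is no further evidence, since these genes had already passed the test and the 2-fold limit on the same arrays. For genes not selected in this way, chance alone gives no overlap for 10% with 3 arrays against 3 and 20% with 2 against 3. At an unadjusted p under 0.05 and 2-fold, 6445, 3710 and 6241 probe sets changed. At 5 weeks 59.2% of the changed probe sets were higher, and 72.4% when each array was centred on its median. Single arrays moved these counts. At 12 hours the count was 2169 without 12-hour replicate 1. At 2 weeks it was 475 and 468 without day 0 replicates 1 and 2, and 359 and 243 without 2-week replicates 1 and 2. At 5 weeks it was 1855 without day 0 replicate 2, 1679 without 5-week replicate 1 and 444 without 5-week replicate 2. In the direct comparison of 5 weeks with 2 weeks, 130 probe sets differed (96 higher, 34 lower). This count was 74 and 82 without day 0 replicates 1 and 2, 82 without 12-hour replicate 3, 19 and 6 without 2-week replicates 1 and 2, 264 and 13 without 5-week replicates 1 and 2, and 80 without either progenitor array. The correlation with day 0 was lower by 0.00967 at 5 weeks than at 2 weeks (−0.00967 as 5 weeks minus 2 weeks; exact permutation test, p = 0.1, the smallest possible; adjusted 0.15). Over the first 2 principal components the mean distance to the day 0 arrays was smaller at 5 weeks (17.7) than at 2 weeks (35.6), and over the first 3 it was larger (186 and 127). The correlation was not distinguishable between 5 weeks and 12 hours (exact permutation test, p = 0.7).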

**Figure 3:**
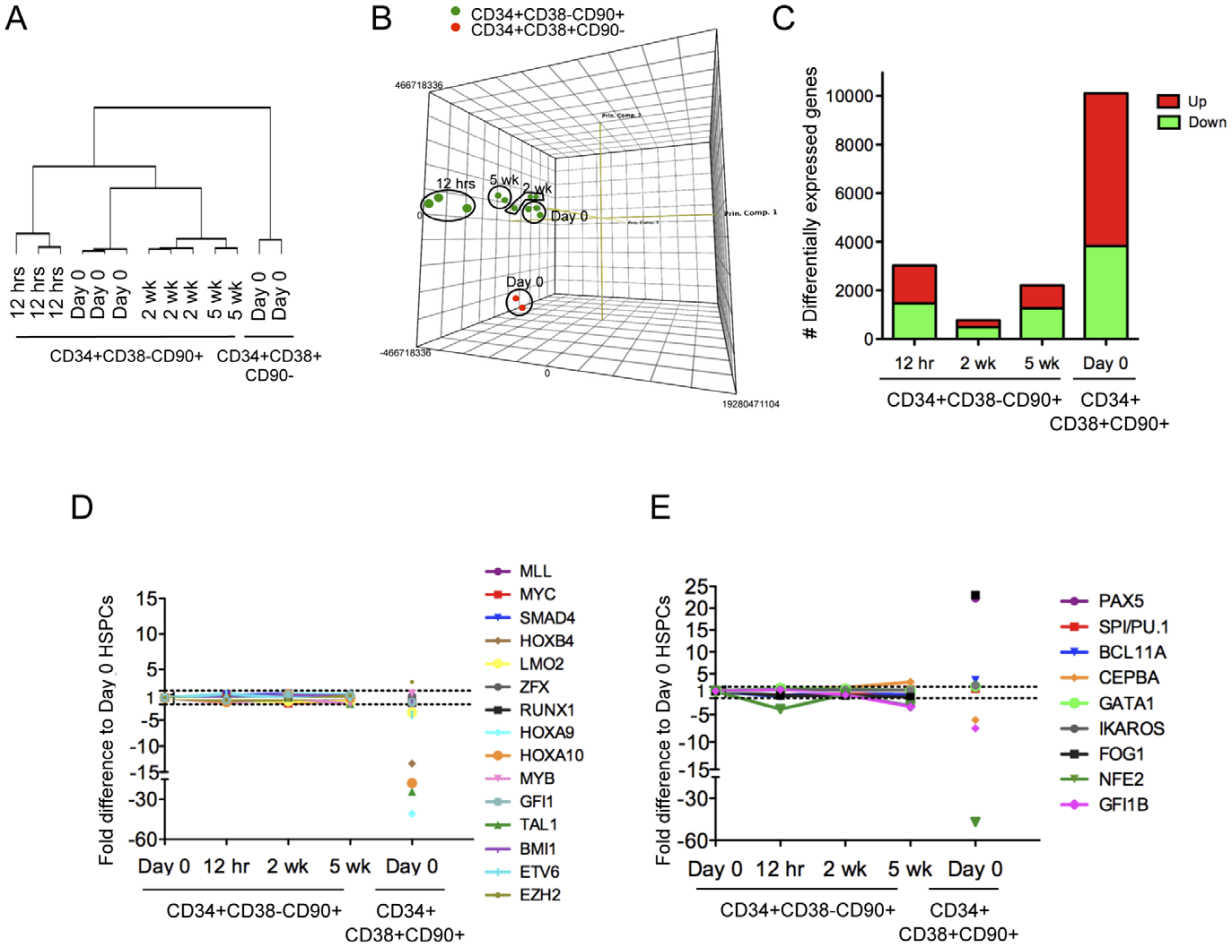
*Ex vivo* expanded CD34+CD38 −CD90+ cells demonstrate high preservation of the HSC transcriptional program. (A) Hierarchical clustering using spearman rank correlation and (B) principal component analysis comparing freshly isolated CD34+CD38−CD90+ cells (Day 0) to CD34+CD38+CD90− differentiated progenitors and to *ex-vivo* expanded CD34+CD38−CD90+ cells demonstrate high conservation of the HSC transcriptome during culture on OP9M2 stroma. (C) Number of genes with more than 2-fold change in gene expression compared to Day 0 CD34+CD38−CD90+ cells is shown. (D) Graph showing the relative expression of transcription factors known to regulate HSC development or maintenance. (E) Graph showing the relative expression of transcription factors known to initiate hematopoietic lineage commitment. Values represent a fold difference to freshly isolated CD34+CD38−CD90+ cells. Raw data is available for download from Gene Expression Omnibus (http://ncbi.nlm.nih.gov/geo) (GSE34974).

We next investigated whether the expression of 33 transcriptional regulators that are known to be required for HSC development and/or maintenance were maintained in CD34+CD38−CD90+ cells sorted after culture. 26 of them (*SCL/TAL1, RUNX1, GFI1, BMI, HOXB4, HOXA9* etc.) remained stably expressed (<2-fold differentially expressed) throughout the entire 5-week culture (Figure 3D and Table S2). 

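The paper's Table S2 lists 32 of these regulators by name, and all 32 were measured. Of them, 22 remained within 2-fold of day 0 at all 3 time points, and 24 were not called changed at any of them (23 to 29 when 1 array was left out). In the paper's Table S2 the values of the same probe sets kept 21 within 2-fold, and here the natural log, chosen only after the values were seen, kept 25. When every probe set that Table S2 gives for a regulator had to stay within 2-fold, the paper's values kept 13. The counts thus rest on the choice of 1 probe set per gene. The 10 that left the 2-fold range were FOXO1, FOXO3, GATA2, HOXB6, LYL1, MECOM, MEIS1, PBX1, PRDM16 and SMAD7. At 12 hours FOXO3 and PBX1 were called lower and SMAD7 higher, with a log2 fold change of 3.80 for SMAD7 (SE 0.74, adjusted p = 0.0094 from limma). FOXO3 was not called without day 0 replicate 2 (0.061) or 12-hour replicate 3 (0.059). At 5 weeks 7 were called lower (9 adjusted over the list alone, and 3 with each array centred on its median), among them PRDM16 at −4.57 (SE 0.88, adjusted p = 0.011) and GATA2 at −1.96 (SE 0.30, adjusted p = 0.0036). That number was 3 without any one of the day 0 arrays or without 2-week replicate 2, 4 without 12-hour replicate 3, 2-week replicate 1 or 5-week replicate 1, and 1 without 5-week replicate 2, when PRDM16 and GATA2 were not called either (0.18 and 0.079). The median log2 fold change of the 32 genes was −0.21 at 12 hours, −0.11 at 2 weeks and −0.36 at 5 weeks, and −0.73 in the CD34+CD38+CD90− progenitors. In the progenitors 14 were called lower and 2 higher, with falls of −9.08 for MECOM, −5.74 for TAL1 and −5.32 for HOXA9.

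**Figure D2:**
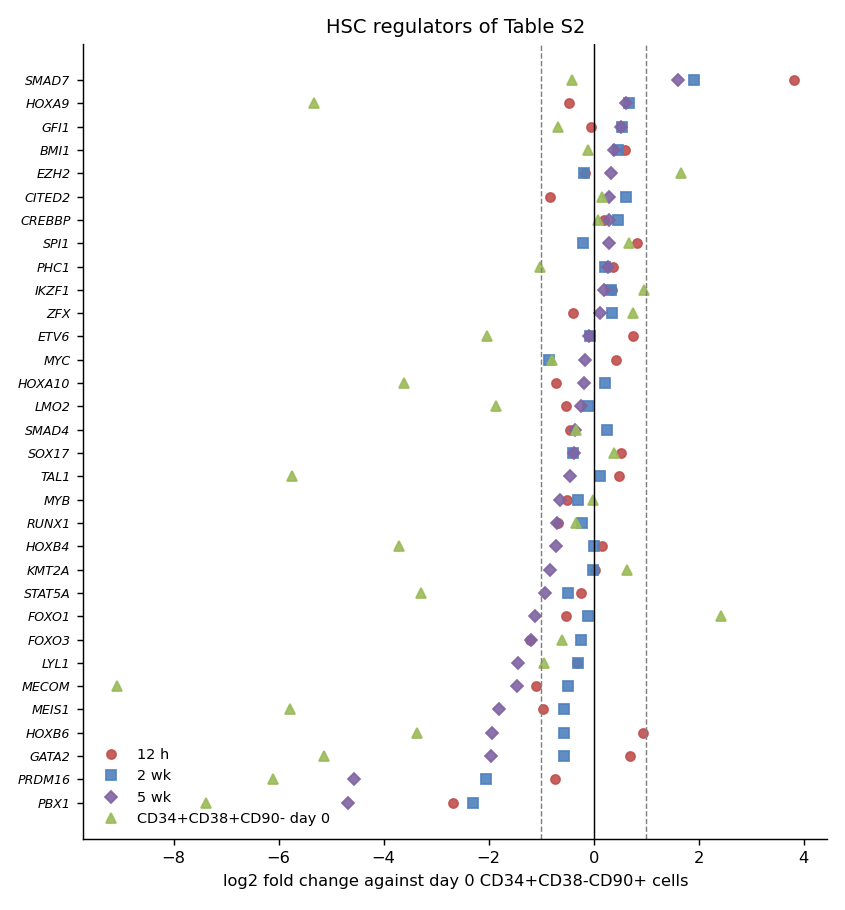
Fitted log2 fold change against day 0 of the 32 regulators of Table S2 at 12 hours, 2 weeks and 5 weeks and in the CD34+CD38+CD90− progenitors. Dashed lines mark a 2-fold change, and 22 of the 32 genes have their 3 culture values between them.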

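After 2 weeks, 29 of the 32 regulators of Table S2 lay within 2-fold of day 0. PBX1 had a log2 fold change of −2.29 (SE 0.50, adjusted p = 0.040 from limma), from an intensity of 7120 ± 857 (SD, n = 3) at day 0 to 1550 ± 640 (SD, n = 3). This p was close to the threshold, and the call ended when any 1 array of either group was left out. The adjusted p was then 0.098, 0.11 and 0.083 without day 0 replicates 1, 2 and 3, and 0.070, 0.13 and 0.11 without 2-week replicates 1, 2 and 3. PRDM16 at −2.06 (SE 0.79, adjusted p = 0.23) and SMAD7 at 1.91 (SE 0.74, adjusted p = 0.23) were beyond 2-fold and not called. In simulated data with this design, changes of 2.5-fold were called in 38% of 50 genes and changes of 4-fold in 90%. A smaller change of other regulators at 2 weeks may thus often have gone undetected. The simulated data gave 170 calls against 953 in the real data, which makes the adjusted threshold stricter, so these shares may be too low.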

Strikingly, at 2 weeks in culture, *PBX1* was the only one of the known HSC transcription factors assessed that was downregulated more than 2-fold (p<0.05) (Table S2), documenting a remarkable stability of HSC regulators in *ex vivo* expanded CD34+CD38−CD90+ cells.

In line with these data, lineage specific transcription factors that are known to be crucial in initiating lymphoid, myeloid or megakaryocyte/erythroid linage differentiation (*PAX5, BCL11A, PU.1, CEBPα*, *NFE2* and *GATA1* etc. [35]

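The lineage transcription factors of Fig. 3E are PAX5, BCL11A, SPI1 (PU.1), IKZF1, CEBPA, GATA1, ZFPM1, NFE2 and GFI1B. At 2 weeks all 9 lay within 2-fold of day 0, from −0.60 for ZFPM1 to 0.91 for CEBPA on the log2 scale. At 12 hours NFE2 fell, with a log2 fold change of −2.04 (SE 0.38, adjusted p = 0.0073 from limma). At 5 weeks CEBPA was higher by 1.63 (SE 0.38, adjusted p = 0.028). This call ended without day 0 replicate 1 or 2 (adjusted p = 0.066 and 0.064) and without 5-week replicate 1 or 2 (0.10 and 0.23). GFI1B was lower at 5 weeks, at −2.31 (SE 0.28, adjusted p = 0.0010), as was NFE2 at −1.80 (SE 0.42, adjusted p = 0.029, and 0.082, 0.069 and 0.33 without day 0 replicate 2, day 0 replicate 3 and 5-week replicate 2). In the CD34+CD38+CD90− progenitors, ZFPM1 (4.56), PAX5 (4.51), BCL11A (1.61) and GATA1 (1.33) were called higher, and NFE2 (−5.51), GFI1B (−3.24) and CEBPA (−2.63) lower. GATA1 was not called without progenitor replicate 2 (adjusted p = 0.061).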

, [36], [37], [38] were not upregulated in CD34+CD38−CD90+ cells during 2 weeks of culture, and even by 5 weeks, only *CEBPα* was marginally activated (Figure 3E). This suggests that co-culture of human CD34+CD38−CD90+ cells on OP9M2 not only preserves a remarkably stable expression of HSC regulators but also suppresses the activation of canonical differentiation programs, thereby highly preserving the HSPC transcriptome during culture.

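Over the 3 time points, 5915 probe sets were called changed against day 0. With 1 probe set per gene they came to 2550 genes (1734 to 2958 when 1 array was left out), and counting every probe set of a gene to 3654. The largest rises at 12 hours were those of CCL2 (log2 fold change 9.30, SE 0.97), the chemokine gene CXCL11 (7.93, SE 0.59) and CYP1B1 (7.87, SE 0.62), and the largest falls those of WFDC1 (−5.57, SE 0.84), MAP2K6 (−4.93, SE 0.67) and IGLL1 (−4.52, SE 0.49). At 2 weeks JCHAIN (7.32, SE 0.82), MS4A3 (7.12, SE 1.14) and PPFIA4 (7.03, SE 0.92) had risen most, and BEX5 (−5.20, SE 0.53), TEK and BEX1 (−4.02, SE 0.58) had fallen most. MS4A3 was not called without 2-week replicate 2 (adjusted p = 0.059). At 5 weeks the largest rises were those of CD1C (8.99, SE 0.80), S100A8 (8.71, SE 0.99) and JCHAIN (8.69, SE 0.92), and the largest falls those of EPPK1 (−6.73, SE 1.20), PRTG (−6.39, SE 0.70) and NKX2-3. EPPK1 was not called without 5-week replicate 2 (adjusted p = 0.089). Of the probe sets changed at 12 hours and at 2 weeks, 204 were higher and 176 lower at both, where independent sets would share 22.5 and 11.6. At 2 weeks and 5 weeks 409 and 270 were shared, against 19.0 and 7.10, and at 12 hours and 5 weeks 528 and 449, against 61.1 and 40.1. Part of this excess may come from the shared day 0 arrays, since the covariance of the fold changes was 0.202, 0.378 and 0.321 in these pairs and 0.0656, 0.0659 and 0.0656 in simulated data without any change, in which 0 probe sets were shared. The correlation of the fold changes was 0.416, 0.749 and 0.506 in these pairs and 0.501, 0.449 and 0.448 in the simulated data. For 12 hours and 2 weeks it did not exceed the simulated one. This does not show that no changes were shared, since real changes that differ between the times lower the correlation and the simulated data held none. With the day 0 arrays divided, 1 for one comparison and 2 for the other, which was tried after the values were seen, 30 to 72 were higher and 17 to 56 lower at 12 hours and 2 weeks over the 6 divisions (2.40 to 7.64 and 0.782 to 6.56 for independent sets), and the correlation was 0.110 to 0.270. The correlation was then 0.377 to 0.568 for 2 weeks and 5 weeks and 0.284 to 0.350 for 12 hours and 5 weeks.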

In order to understand the nature of the transcriptional changes in CD34+CD38−CD90+ cells sorted after culture, we analyzed the 3110 genes identified as >2-fold differentially expressed at least in one time point during the 5-week culture (Table S3). To identify patterns of co-regulation within the differentially expressed genes, a fuzzy c-means cluster analysis was performed. 

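Fuzzy c-means grouped 7371 probe sets, those that differed between any pair of day 0, 12 hours, 2 weeks and 5 weeks, by their standardized group means. The 8 patterns held 768 to 1181 probe sets each. The median membership in the assigned pattern was 0.994. Gene lists fixed before the data were examined were compared with each pattern by Fisher's exact test, one-sided for an excess and adjusted over all 352 pairs of a list and a pattern. A pattern with a peak at 12 hours held 10 of 26 NF-κB targets (0.585 expected by chance, adjusted p = 5.1e-09). Another, which peaked at 12 hours and stayed partly raised, held 7 of 28 genes of the amino acid response (adjusted p = 2.2e-05). A pattern with its peak at 2 weeks held 11 of 20 glycolysis genes (adjusted p = 1.9e-13), and a pattern that rose to 5 weeks held 19 of 38 G2/M genes (adjusted p = 8.8e-21) and 11 of 16 neutrophil granule genes (adjusted p = 6.2e-14). A pattern that fell progressively held 10 of 30 genes of an HSC signature (adjusted p = 2.6e-09) and 7 of 30 genes of niche adhesion (adjusted p = 2.2e-05). A transient fall at 12 hours held 5 of 10 replication-dependent histone genes (adjusted p = 1.4e-04) and 6 other genes of the HSC signature, among them HLF, HMGA2 and PROM1 (adjusted p = 0.0048). A pattern of lasting rises held 5 of 19 genes of cholesterol synthesis (adjusted p = 2.6e-04), and a pattern of falls from 12 hours on held 5 further HSC signature genes (adjusted p = 0.0059). Fisher's test takes genes as independent, and with camera's estimated correlation between genes glycolysis, at 2 weeks (0.0356), was the only one of these lists called at any of the 3 time points.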

Eight distinct temporally changing gene expression patterns with unique GO categories were identified (Figure 4A–C, 5A–C and 6A–B). This analysis demonstrated that, despite their shared surface phenotype, stability of most known HSC transcription factors and ability to resist premature differentiation, the *ex vivo* expanded CD34+CD38−CD90+ cells undergo dynamic gene expression changes during culture.

**Figure 4:**
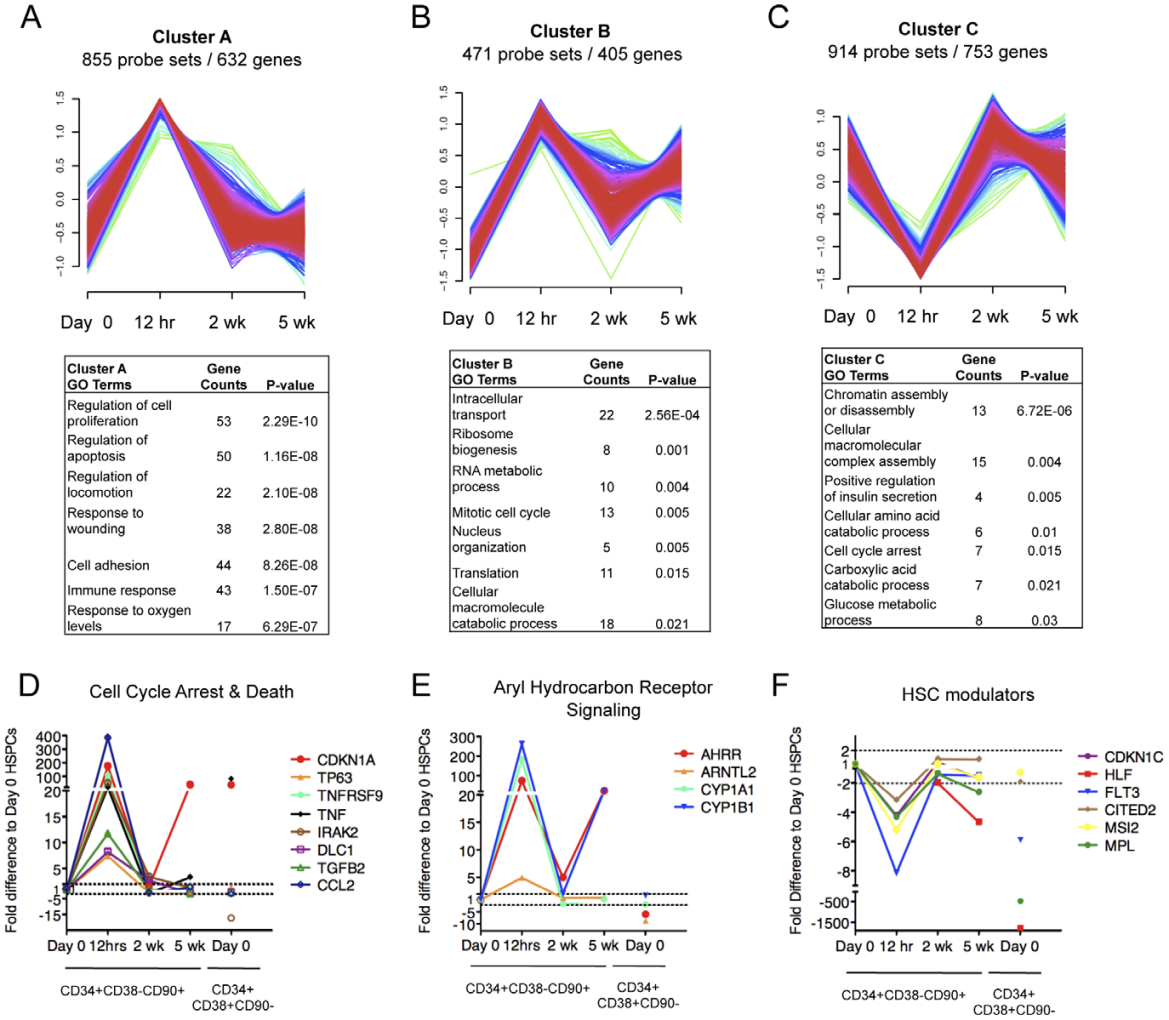
CD34+CD38−CD90+ cells display a transient “culture shock” upon exposure to culture. Fuzzy C cluster analysis identified three temporal gene expression patterns consisting of genes whose expression became transiently altered by 12 hrs in culture. (A) Cluster of genes upregulated at 12 hrs is shown together with their Gene ontology (GO) analysis. (B) Cluster of genes upregulated at 12 hrs and at 5 wk is shown with their GO analysis, (C) Cluster of genes downregulated at 12 hrs is shown with their GO analysis. (D) Transient upregulation of cell cycle arrest and cell death genes selected from clusters in A and B is shown. (E) Aryl hydrocarbon receptor signaling genes selected from cluster A are shown. (F) A temporary decrease in gene expression was observed in known HSC regulators; individual genes selected from cluster C are shown. Shown are fold differences in gene expression of *ex vivo* expanded CD34+CD38−CD90+ cells relative to freshly isolated (day 0) control CD34+CD38−CD90+ cells. CD34+CD38+CD90- indicates gene expression changes for differentiated progenitors relative to Day 0 control CD34+CD38−CD90+ cells.

**Figure 5:**
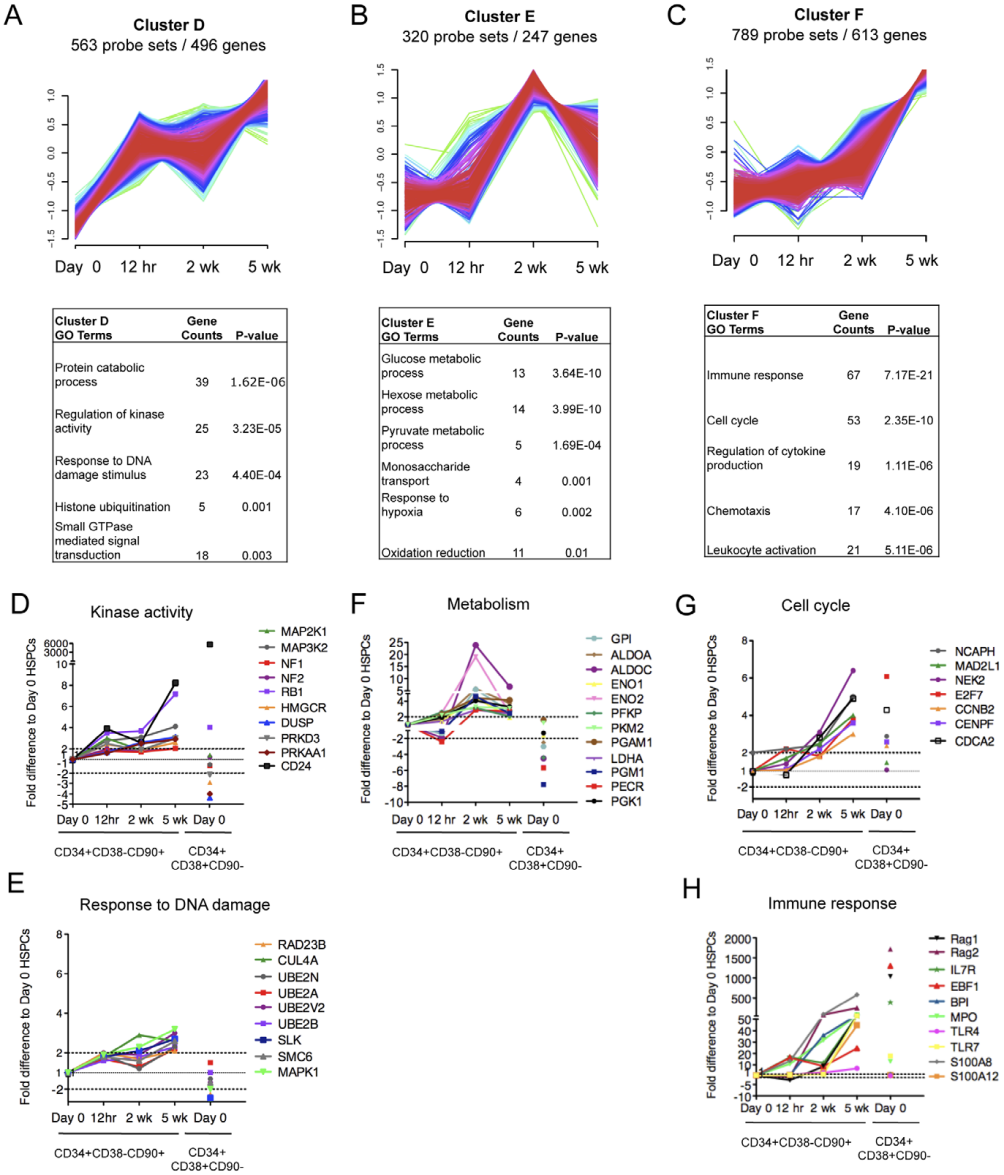
*Ex vivo* expanded CD34+CD38 −CD90+ cells show dynamic changes in transcriptional programs associated with cellular state. Fuzzy C cluster analysis identified three temporal gene expression patterns describing genes that were either upregulated (A) immediately upon culture, (B) predominantly at 2 weeks of culture or (C) gradually during prolonged culture. The GO analysis of genes in (A), (B) and (C) is shown below each cluster respectively. The GO analysis from cluster D identified several genes associated with (D) Kinase activity and (E) response to DNA damage that were modestly upregulated during culture. (F) GO analysis from cluster E identified several genes regulating glucose metabolism. GO analysis of cluster F identified several genes associated with (G) Cell cycle and (H) Immune response that were upregulated during prolonged culture. Shown are fold difference in gene expression of CD34+CD38−CD90+ cells at each time point relative to Day 0 control CD34+CD38−CD90+ cells. CD34+CD38+CD90- indicates gene expression changes for differentiated progenitors relative to Day 0 control CD34+CD38−CD90+ cells.

**Figure 6:**
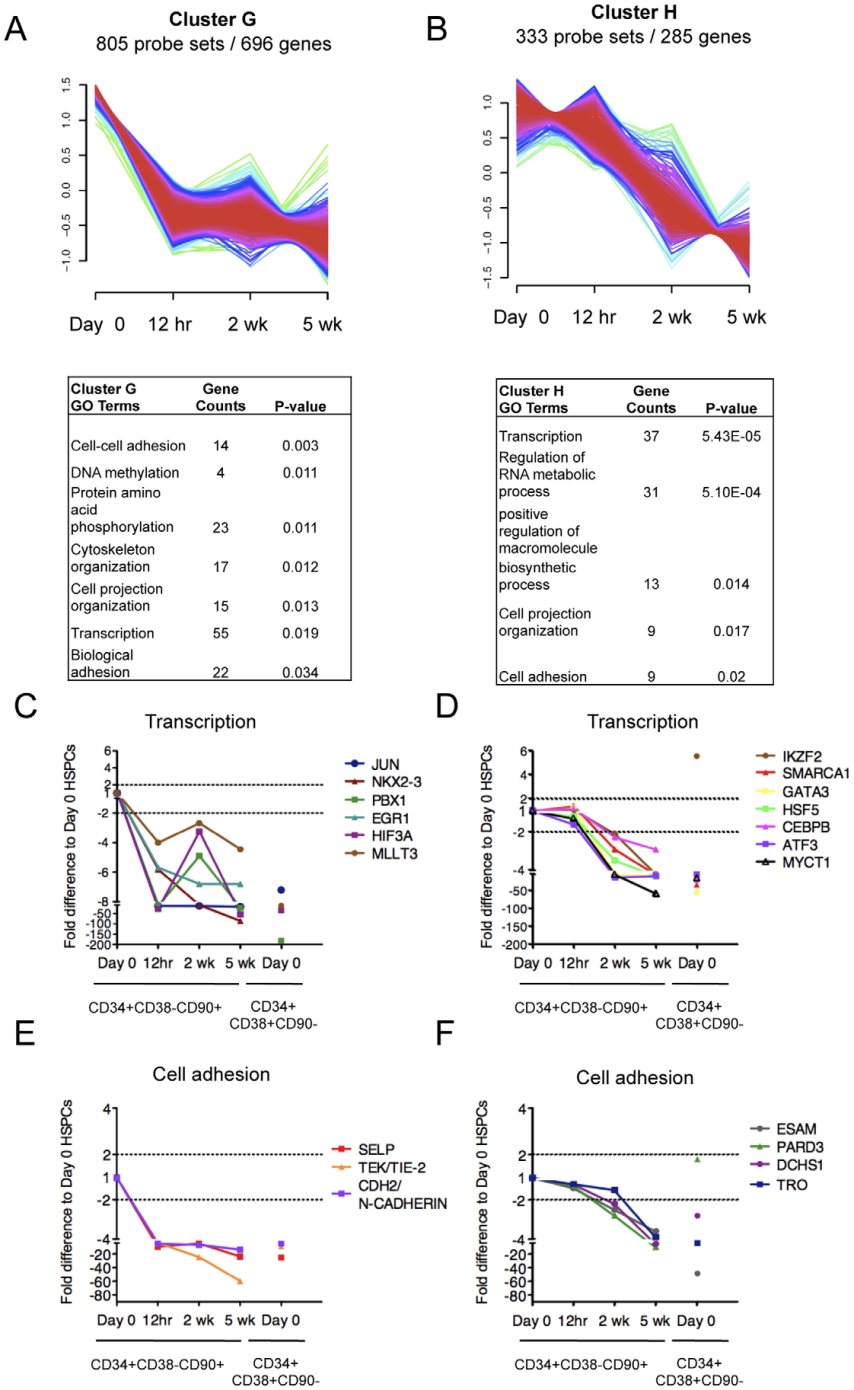
*Ex vivo* expanded CD34+CD38 −CD90+ cells show temporal changes in transcriptional programs associated with HSPC function and cell adhesion. Fuzzy C cluster analysis identified two temporal gene expression patterns describing genes that were either (A) immediately downregulated upon culture or (B) downregulated progressively during culture. GO analysis of genes in (A) and (B) (shown below each cluster respectively) identified numerous transcription factors that were downregulated, either (C) immediately or (D) progressively during culture. Similarly, several cell adhesion molecules implicated in HSC-niche interactions were downregulated either (E) immediately or (F) progressively during the culture. Shown are fold difference in gene expression of CD34+CD38−CD90+ cells at each time point relative to Day 0 control CD34+CD38−CD90+ cells. CD34+CD38+CD90− indicates gene expression changes for differentiated progenitors relative to Day 0 control CD34+CD38−CD90+ cells.

### CD34+CD38−CD90+ Cells Display a Transient “Culture Shock” Upon Exposure to Culture

Interestingly, three clusters (A–C) contained genes whose expression changed already by 12 hours in culture, but was largely restored by 2 weeks (Figure 4A–C, Table S3). 

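Most of the early changes were smaller at 2 weeks. Of the 1983 probe sets that were higher at 12 hours, 1418 (71.5%) lay within 2-fold of day 0 at 2 weeks, and of the 1892 that were lower, 1370 (72.4%) did. With 1 array left out these shares were 63.2% to 76.4% and 62.7% to 77.3%. A return was called directly, by the limma test of 2 weeks against 12 hours, for 837 (42.2%) of the first and 826 (43.7%) of the second. The median log2 fold change of the early rises was 1.66 at 12 hours, 0.55 at 2 weeks and 0.82 at 5 weeks. That of the early falls was −1.66, −0.46 and −0.92. At 5 weeks, 56.2% of the early rises and 52.1% of the early falls lay within 2-fold of day 0. Probe sets picked for a large change at 12 hours tend to lie nearer to day 0 in any other group, which these shares do not remove.

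**Figure D3:**
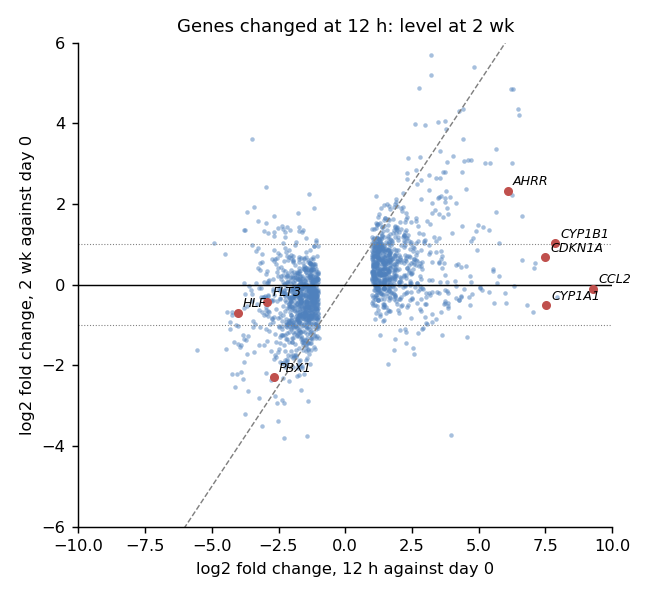
Fitted log2 fold change against day 0 at 12 hours (horizontal axis) and at 2 weeks (vertical axis) of the 1680 genes called changed at 12 hours, each represented by 1 probe set, with 8 genes named by the paper marked. Dotted lines mark a 2-fold change at 2 weeks and the dashed line equal changes at both times.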

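Early rises were searched for lists of genes fixed before the data were examined. Of 23 regulators of apoptosis, 3 were higher at 12 hours (8 adjusted over the list alone), namely BCL2A1 at 4.71 (SE 0.58), BMF at 3.16 (SE 0.44) and the death receptor gene TNFRSF10B at 1.59 (SE 0.28) on the log2 scale. Without 12-hour replicate 2 or either progenitor array, 5 were higher, and with each array centred on its median 6. The list's median was 0.63, and camera, a test of the list against the other genes, gave an adjusted p of 7.6e-05 with a preset correlation between genes of 0.01 and 0.112 with the correlation estimated from the arrays. Of 22 p53 targets, 5 were higher (9 adjusted over the list alone), with MDM2 at 1.76 (SE 0.29) and TIGAR at 3.26 (SE 0.67), and the list's adjusted p was 0.0016 preset and 0.112 estimated. Of 26 inflammatory targets of NF-κB, 14 were higher (19 adjusted over the list alone, and 9 without 12-hour replicate 1), with a median of 1.65 and an adjusted p of 4.4e-15. With the estimated correlation this p was 0.188, and no list was called at 12 hours. At 2 weeks the NF-κB targets had a median of −0.11. CDKN1A is a p53 target on the list, and CCL2 and TNF are NF-κB targets on theirs. All are also in the paper's Fig. 4D, so both lists are not independent of that panel.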

GO analysis of clusters A and B which showed a transient upregulation revealed enrichment for genes regulating cell proliferation and apoptosis (Figure 4A–B). 

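The genes of cell cycle arrest and cell death in Fig. 4D rose steeply at 12 hours. CDKN1A (p21) rose from an intensity of 85.9 ± 57.8 (SD, n = 3) at day 0 to 18645 ± 13414 (SD, n = 3), a log2 fold change of 7.49 (SE 0.77, adjusted p = 3.2e-04 from limma). Its day 0 value lay below the median intensity of those arrays (187 to 192), so the size of the rise is uncertain. The log2 fold change of TP63 was 2.79 (SE 0.36, adjusted p = 0.0011), that of TNF 4.16 (SE 0.59, adjusted p = 0.0018) and that of the TNF receptor gene TNFRSF9 6.34 (SE 0.71, adjusted p = 5.1e-04). IRAK2 was higher by 5.65 and DLC1 by 3.32. TGFB2, at 0.73 (SE 0.46), was not called. For the called genes the 12-hour arrays all lay above the day 0 arrays. Thus 7 of the 8 genes of the panel were called, also with any 1 array left out. The study chose the panel on these arrays, so the count is not independent evidence. At 2 weeks CDKN1A stood at 0.68 (SE 0.77). At 5 weeks CDKN1A was higher again, by 5.30 (SE 0.86, adjusted p = 0.0046, and 0.090 without 5-week replicate 2).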

Cluster A genes included *CDKN1A* (*p21*), *TP63* and members of the TNF signaling pathway, all known regulators of cell cycle arrest and cell death (Figure 4D) [39], [40], [41], suggesting that OP9M2 stroma can provide signals that protect the primitive CD34+CD38−CD90+ cells from apoptosis. Furthermore, several members of the aryl hydrocarbon receptor (AhR) signaling pathway (*AHRR*, *CYP1A1* and *CYP1B*), which has been recently identified as a negative regulator of HSC expansion [19], were upregulated at 12 hours, while at 2 weeks, the levels were remarkably similar to non-cultured CD34+CD38−CD90+ cells (Figure 4E). 

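AHRR, CYP1A1 and CYP1B1, which are induced by the AhR, rose together at 12 hours. CYP1A1 rose from an intensity of 18.6 ± 4.36 (SD, n = 3) at day 0 to 4148 ± 2416 (SD, n = 3), a log2 fold change of 7.51 (SE 0.47, adjusted p = 1.4e-05 from limma). The day 0 value lay below the median intensity of those arrays (187 to 192), so the size of this rise is uncertain. AHRR was higher by 6.09 (SE 0.54, adjusted p = 1.7e-04). ARNTL2, the fourth gene of Fig. 4E, was higher by 1.59 (SE 0.33, adjusted p = 0.013, and 0.053 without day 0 replicate 2). At 2 weeks CYP1A1 stood at −0.50 (SE 0.47) and CYP1B1 at 1.03 (SE 0.62, adjusted p = 0.45). AHRR remained 2.34 above day 0 (SE 0.54, adjusted p = 0.053), and was called without day 0 replicate 3 (0.044) or 2-week replicate 3 (0.0054). At 5 weeks AHRR was higher by 4.45 (SE 0.61, adjusted p = 0.0018) and CYP1B1 by 4.35 (SE 0.70, adjusted p = 0.0043, and 0.063 without 5-week replicate 2), while CYP1A1 stood at 0.20 (SE 0.53). Of 13 AhR targets listed before the data were examined, 4 were higher at 12 hours (4 adjusted over the list alone), 2 at 2 weeks and 4 at 5 weeks, the last 2 without 5-week replicate 2. At 12 hours the adjusted p of the list from camera was 8.0e-05, and 0.0725 with the estimated correlation. AHRR, CYP1A1 and CYP1B1 are on the list as well, so it is not independent of the paper's panel.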

Analysis of published data of genes suppressed upon blocking AhR signaling in culture using SR1 (Stemregulin 1) [19] revealed that 9 out of 11 of the AhR signaling responsive genes became transiently induced in CD34+CD38−CD90+ cells on OP9M2 MSC stroma, but were a least temporarily restored during continued culture (Figure S8). These data indicate that the OP9M2 stroma can provide critical niche signals to suppress the AhR pathway that would negatively affect HSC function. Moreover, a transient decrease in gene expression was observed in other factors previously associated with HSC function such as *CDKN1C, HLF* and *FLT3* (Figure 4F) [42], [43], [44]. 

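HLF and FLT3 fell at 12 hours and were close to day 0 at 2 weeks. HLF fell from an intensity of 38382 ± 3063 (SD, n = 3) to 3238 ± 2886 (SD, n = 3), a log2 fold change of −4.03 (SE 0.58, adjusted p = 0.0019 from limma), and FLT3 had a log2 fold change of −2.93 (SE 0.57, adjusted p = 0.0090). CDKN1C, at −1.57 (SE 0.52, adjusted p = 0.089), did not pass the test and was called without 2-week replicate 3 (0.031). At 2 weeks HLF stood at −0.70 (SE 0.58), FLT3 at −0.42 (SE 0.57) and CDKN1C at 0.14 (SE 0.52). Of the other genes of Fig. 4F, CITED2 was at −0.83 and MSI2 at −0.68 at 12 hours, neither called. A list of 30 genes of HSC, fixed before the data were examined, had 10 lower at 12 hours (19 adjusted over the list alone), and 5, 5 and 6 lower without day 0 replicate 1, day 0 replicate 2 and 12-hour replicate 1. Its median was −1.11 at 12 hours, −0.41 at 2 weeks, when 4 were lower, and −1.48 at 5 weeks, when 11 were lower (7 without day 0 replicate 1 or 2, and 3 without 5-week replicate 2). The list's adjusted p from camera at 12 hours was 1.8e-07, and 0.191 with the estimated correlation. HLF is on the list and in Fig. 4F, so the list is not independent of that panel.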

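The change between 12 hours and 2 weeks was also tested directly. Of the 8 genes of arrest and death in Fig. 4D, 7 were lower at 2 weeks than at 12 hours (8 adjusted over the list alone), with differences of −6.81 for CDKN1A (SE 0.77) and −9.40 for CCL2 (SE 0.97) on the log2 scale. All 4 AhR genes of Fig. 4E were lower (3 without 2-week replicate 1), with differences of −8.01 for CYP1A1 (SE 0.47) and −6.84 for CYP1B1 (SE 0.62). Of the 5 measured genes of Fig. 4F, HLF (3.33, SE 0.58, adjusted p = 0.0052), FLT3 (2.51, SE 0.57, adjusted p = 0.021) and CITED2 (1.44, SE 0.30, adjusted p = 0.014) were higher. The call for FLT3 ended without 2-week replicate 1 or 2 (0.089 and 0.084), and that for CITED2 without 12-hour replicate 1 (0.063) or 2-week replicate 1 or 2 (0.071 and 0.061). CDKN1C, at 1.71 (SE 0.52, adjusted p = 0.074 from limma), was called only without 2-week replicate 3 (0.0098). PBX1 differed by 0.40 (SE 0.50) between both times. These panels were chosen by the study on the same arrays and are not independent evidence. Over all 126 measured genes named by the paper, 36 differed between 2 weeks and 12 hours (23 without 2-week replicate 2).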

The immediate fluctuation in gene expression of negative and positive HSC regulators, followed by restoration to almost normal levels upon further culture suggests that cultured CD34+CD38−CD90+ cells experience an initial “culture shock” after which they are still capable of adapting to a new supportive niche on OP9M2 stroma with a transcriptome that highly resembles freshly isolated CD34+CD38−CD90+ cells.

### *Ex vivo* Culture of CD34+CD38−CD90+ Cells Induces Dynamic Changes in Cellular State

Clusters D, E and F contained genes that were upregulated at some point in culture (Figure 5A–C, Table S3). 

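Some of the kinase and DNA repair genes of Fig. 5D and 5E were called higher. Among the 9 genes of Fig. 5D, MAP2K1 was higher at 12 hours by 1.48 (SE 0.32, adjusted p = 0.015 from limma), at 2 weeks by 1.65 (SE 0.32, adjusted p = 0.024) and at 5 weeks by 2.03 (SE 0.35, adjusted p = 0.0069) on the log2 scale. Its 12-hour call ended without day 0 replicate 1 (0.055) or 12-hour replicate 1 (0.061), its 2-week call without day 0 replicates 1 and 2 (0.084 and 0.072) or any 2-week array (0.067, 0.12 and 0.054), and its 5-week call without 5-week replicate 2 (0.13). In that panel 3 genes were called higher at 12 hours, 1 at 2 weeks and 4 at 5 weeks (3, 3 and 4 adjusted over the list alone). Without 12-hour replicate 2, 5 were higher at 12 hours. The 5-week number was 2 without day 0 replicate 3 or 5-week replicate 1, and 0 without 5-week replicate 2. Of the 8 measured genes of Fig. 5E, RAD23B and UBE2A were higher at 12 hours, by 1.01 (SE 0.22, adjusted p = 0.017) and 1.10 (SE 0.22, adjusted p = 0.011), and 1 gene of the panel was after quantile normalization. UBE2A was not called without 12-hour replicate 1 (0.051), and RAD23B not without day 0 replicate 1 or 2 (0.052 and 0.054) or 12-hour replicate 1 (0.065). Without 12-hour replicate 2, RAD23B fell short of 2-fold.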

Cluster D genes that showed a trend for upregulation already by 12 hours and mostly stayed upregulated throughout the culture were enriched for genes involved in kinase activity and DNA repair (Figure 5D–E). However, the expression changes for genes in these categories were only modest, and mainly observed at 5 weeks of culture, providing little evidence for compromised genomic integrity in the expanded CD34+CD38−CD90+ cells or other explanation for their dysfunction.

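At 5 weeks 4 of the 8 measured genes of Fig. 5E were called higher (4 adjusted over the list alone). Their log2 fold changes at 5 weeks were 1.40 for SLK (SE 0.27), 1.36 for UBE2V2 (SE 0.31), 1.35 for CUL4A (SE 0.34) and 1.06 for RAD23B (SE 0.25). This number was 1 without day 0 replicate 1, day 0 replicate 2 or 5-week replicate 1, and 0 without 5-week replicate 2. Among 28 genes of DNA repair listed before the data were examined, PRKDC was higher at 5 weeks, by 1.22 (SE 0.26, adjusted p = 0.020 from limma; 1 gene adjusted over the list alone). It was not called without day 0 replicate 1 or 2 (0.059 and 0.062) or 5-week replicate 1 or 2 (0.087 and 0.19). The median of the 28 genes was 0.34, and the list's adjusted p from camera was 0.0441. The list was not called with the estimated correlation (0.526), without day 0 replicate 1 or 2 (0.0751 and 0.0730) or without 5-week replicate 1 (0.108).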

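Glycolysis was the most changed part of energy metabolism at 2 weeks. Of 20 genes of glycolysis listed before the data were examined, 15 were higher (18 adjusted over the list alone), with a median log2 fold change of 1.73. The list shares ALDOA, ALDOC, ENO1, ENO2, GPI, LDHA, PFKP, PGAM1, PGK1 and PKM with the paper's panel of glucose metabolism. It is thus not independent of that panel, which the study chose on these arrays. Camera gave an adjusted p of 1.3e-28, and 0.0356 with the estimated correlation. The largest rise in the list was that of the glucose transporter gene SLC2A3, at 5.21 (SE 0.42, adjusted p = 1.8e-04 from limma), and PFKFB4 rose by 3.96 (SE 0.33, adjusted p = 1.8e-04). The medians of the TCA cycle (18 genes, 1 called higher, 4 adjusted over the list alone) and of oxidative phosphorylation (41 genes) were 0.24 and 0.14. At 12 hours the median of the glycolysis genes was 0.32, with 5 higher (2, 3 and 2 without day 0 replicate 1, day 0 replicate 2 and 12-hour replicate 1). At 5 weeks it was 1.21, with 10 higher (6 after quantile normalization, 5 without day 0 replicate 1 or 2, and 2 without 5-week replicate 2). In the CD34+CD38+CD90− progenitors it was −1.49, with 12 lower (6 without progenitor replicate 1).

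**Figure D4:**
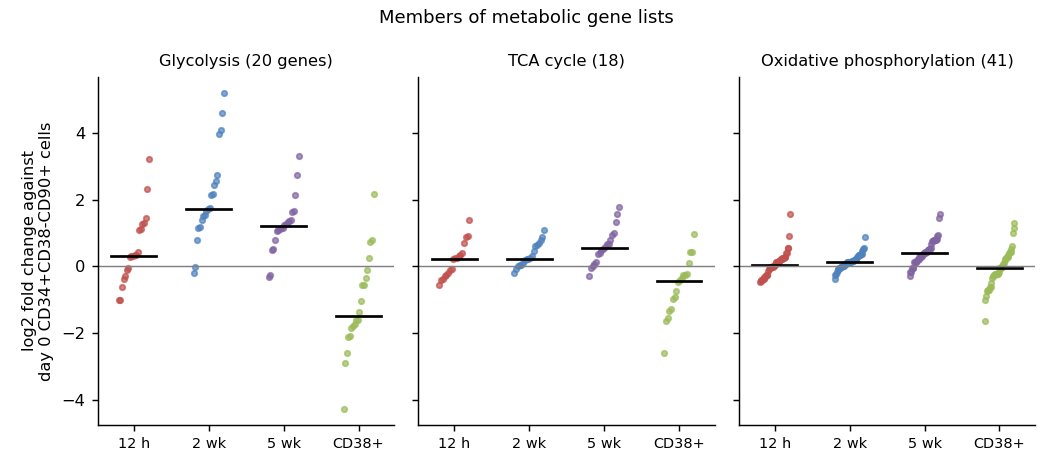
Fitted log2 fold change against day 0 of the genes of glycolysis (20), the TCA cycle (18) and oxidative phosphorylation (41) at 12 hours, 2 weeks and 5 weeks and in the CD34+CD38+CD90− progenitors (CD38+). Points are genes sorted by size and bars the medians, 1.73, 0.24 and 0.14 at 2 weeks.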

Cluster E, which showed upregulation by 2 weeks of culture when the transcriptome of CD34+CD38−CD90+ cells was otherwise highly reminiscent of the freshly isolated CD34+CD38−CD90+ cells (Figure 5B), revealed alterations in metabolic genes. Many of these genes were involved in glucose metabolism and specifically in glycolysis (Figure 5F). This is intriguing, as HSC are known to utilize glycolytic metabolism rather than oxidative phosphorylation as their preferred energy metabolism [45]. 

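Of the 12 genes of Fig. 5F, 10 were higher at 2 weeks (11 adjusted over the list alone). The study chose them on these arrays, so the count is not independent evidence. ALDOC rose from an intensity of 652 ± 142 (SD, n = 3) at day 0 to 15888 ± 3293 (SD, n = 3), a log2 fold change of 4.61 (SE 0.43, adjusted p = 3.7e-04 from limma). ENO2 was higher by 4.10 (SE 0.51, adjusted p = 0.0022), PGAM1 by 2.19 (SE 0.26, adjusted p = 0.0015) and LDHA by 1.55 (SE 0.23, adjusted p = 0.0069). The 2 genes not called were PFKP, at 1.72 (SE 0.56, adjusted p = 0.16), and PECR, at 0.03. PFKP was called without either progenitor array (0.0064). Without 2-week replicate 2, 5 of the 12 were higher. At 5 weeks 6 were higher (1 without 5-week replicate 2), and in the progenitors 6 were lower (3 without progenitor replicate 1).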

Although it is not known whether increased expression of glycolytic genes would compromise HSC function, this data draws attention to the culture conditions (e.g. glucose content, oxygen tension etc.) that change significantly between the *in vivo* niches and *ex vivo* culture, and may impact HSC function.

Cluster F genes that were upregulated gradually during prolonged culture were enriched for genes involved in cell cycle regulation and immune response (Figure 5C, 5G–H). 

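Both categories were tested with lists of genes fixed before the data were examined, of which neither was called with the estimated correlation between genes. Of 38 genes of G2/M, 15 were higher at 5 weeks (35 adjusted over the list alone, and 23 with each array centred on its median), with a median log2 fold change of 1.44, against 0.65 at 2 weeks. The 5-week number was 9 without day 0 replicate 3, 23 without 2-week replicate 3, 6 without 5-week replicate 1 and 2 without 5-week replicate 2. The adjusted p of the list from camera at 5 weeks was 7.5e-22, and 0.183 with the estimated correlation. The list shares CCNB2, CENPF, MAD2L1 and NCAPH with the paper's cell cycle panel and is not independent of it. CDK1 was higher by 2.60 (SE 0.45, adjusted p = 0.0064 from limma, and 0.089 without 5-week replicate 2). Of 20 genes of inflammation and toll like receptors, 10 were higher at 5 weeks (14 adjusted over the list alone, and 3 without 5-week replicate 2), with a median of 2.42. Among them TLR8 rose by 5.69 (SE 0.63, adjusted p = 5.5e-04) and FPR1 by 3.92 (SE 0.85, adjusted p = 0.020, and 0.060 and 0.10 without day 0 replicate 3 and 5-week replicate 2). The list's adjusted p was 2.5e-14, and 0.0646 with the estimated correlation. It shares S100A8, S100A12, TLR4 and TLR7 with the paper's panel of immune response, chosen on these arrays, and is not independent of it. Of 16 neutrophil granule genes, 12 were higher at 5 weeks (13 adjusted over the list alone), with a median of 3.86 and an adjusted p of 1.6e-16 (0.0566 estimated). MPO is on this list and in that panel.

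**Figure D5:**
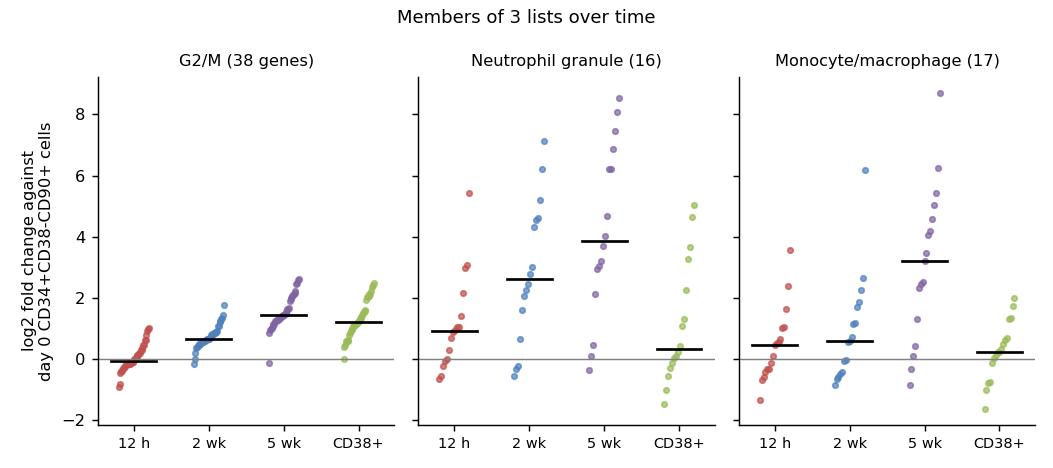
Fitted log2 fold change against day 0 of genes of G2/M (38), neutrophil granules (16) and monocytes and macrophages (17) at 12 hours, 2 weeks and 5 weeks and in the CD34+CD38+CD90− progenitors (CD38+). Points are genes sorted by size and bars the medians, 1.44 for G2/M and 3.86 for neutrophil granules at 5 weeks.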

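Of the 7 cell cycle genes of Fig. 5G, 1 was called at 2 weeks and 4 at 5 weeks. E2F7 was at a log2 fold change of 1.00 (SE 0.32, adjusted p = 0.15 from limma), CCNB2 at 0.83 (SE 0.36, adjusted p = 0.28) and NEK2 at 0.58 (SE 0.55, adjusted p = 0.66). MAD2L1 alone was called at that time, at 1.20 (SE 0.21, adjusted p = 0.015, and 0.062 and 0.094 without day 0 replicate 2 and 2-week replicate 2), and 3 were called when adjusted over the list alone. By 5 weeks E2F7 was higher by 2.07 (SE 0.36, adjusted p = 0.0071), MAD2L1 by 1.91 (SE 0.24, adjusted p = 0.0011), NCAPH by 2.23 (SE 0.44, adjusted p = 0.013) and CCNB2 by 1.62 (SE 0.40, adjusted p = 0.037). Those 4 genes were called, and 6 were when adjusted over the list alone, in a panel that the study chose on these arrays. Without 5-week replicate 1, 2 were called, and without 5-week replicate 2, 1. CCNB2 was also not called without any one of the day 0 arrays (0.091, 0.082 and 0.064) or without 2-week replicate 2 (0.057). NEK2, at 1.29 (SE 0.62, adjusted p = 0.29), was not called.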

Notably, the expression of genes involved in cell cycle regulation (e.g. E2F7, which is induced by p53 upon genotoxic stress and negatively regulates cell cycle [46], and CCNB2 and NEK2 which accumulate during S phase and G2, etc.) was only marginally upregulated by 2 weeks when the CD34+CD38−CD90+ cells still possessed high proliferative potential, but increased by 5 weeks when the expansion potential of CD34+CD38−CD90+ cells had started to plateau (Figure 5G). Interestingly, specific genes normally expressed in mature myeloid (*MPO and BPI*) [47], [48], [49] or lymphoid cells (*IL7R, RAG1* and *RAG2*) [50], [51] as well as toll like receptors (TLR4 and TLR7) and their agonists, S100 proteins, were significantly upregulated already by 2 weeks in culture (Figure 5H). 

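By 2 weeks RAG2, EBF1, MPO and S100A8 were called higher among the 9 measured genes of Fig. 5H, and 8 were when adjusted over the list alone, in a panel that the study chose on these arrays. RAG2 rose from an intensity of 40.1 ± 23.7 (SD, n = 3) at day 0 to 3089 ± 514 (SD, n = 3), a log2 fold change of 6.36 (SE 0.38, adjusted p = 2.4e-05 from limma). Its size is uncertain, since RAG2 at day 0 lay below the median intensity of those arrays (187 to 192). MPO was higher by 5.20 (SE 1.00, adjusted p = 0.024) and S100A8 by 6.19 (SE 0.89, adjusted p = 0.0050). EBF1 was not called without day 0 replicate 1 or 2 (0.098 and 0.10) or 2-week replicate 1 or 2 (0.11 and 0.15). MPO was not called without day 0 replicate 1 or 3 (0.072 and 0.063) or any 2-week array (0.077, 0.11 and 0.058). Without 2-week replicate 1 or 2, 2 genes were called. IL7R at 3.31 (SE 0.80, adjusted p = 0.062), TLR4 at 1.59 (SE 0.37, adjusted p = 0.050) and RAG1 at 1.07 (SE 0.29, adjusted p = 0.096) were above day 0 and not called. Of these, IL7R was called without 12-hour replicate 2 or 3 (0.021 and 0.043) and TLR4 without day 0 replicate 1 (0.049), 12-hour replicate 2 (0.017) or 12-hour replicate 3 (0.047). TLR7 stood at −0.21 (SE 0.34). At 5 weeks 8 of the 9 were called (3 without 5-week replicate 2), with RAG1 at 2.83 (SE 0.33), TLR4 at 2.55 (SE 0.41), IL7R at 5.64 (SE 0.90) and TLR7, not called, at 0.81 (SE 0.38). Of 16 neutrophil granule genes fixed before the data were examined, 11 were higher at 2 weeks (12 adjusted over the list alone). That number was 5 without day 0 replicate 1 or 2-week replicate 1, 7 without day 0 replicate 3 and 3 without 2-week replicate 2. Their median was 2.62, and camera gave an adjusted p of 1.1e-13 (0.0591 with the estimated correlation). Of 12 genes of lymphoid progenitors, 3 were higher (7 adjusted over the list alone), with an adjusted p of 3.8e-08 (0.0316 estimated). This list shares IL7R, RAG1 and RAG2 with Fig. 5H, and the neutrophil granule list shares MPO. Neither list is thus independent of the panel. BPI had no probe set of its own and is not analysed here.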

Importantly, induction of the inflammatory genes in CD34+CD38−CD90+ cells does not seem to reflect promiscuous activation of the canonical differentiation programs, as the key lineage specific transcription factors (e.g. *PAX5, BCL11A, PU.1*, *GATA1, NFE2* etc.) remained suppressed in CD34+CD38−CD90+ cells throughout the culture period (Figure 3E). 

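The lineage factors were also compared directly between 5 weeks and the CD34+CD38+CD90− progenitors. In these progenitors all 19 measured B-lineage markers, PAX5 among them, were higher than at day 0, with a median log2 fold change of 8.12. The medians were 0.32, 0.23, 2.04 and −0.74 for markers of neutrophils, monocytes, erythroid cells and megakaryocytes. The comparison thus does not stand for progenitors of all lineages alike. PAX5 was lower at 5 weeks by a log2 difference of −4.79 (SE 0.32, adjusted p = 1.2e-06 from limma), with an intensity of 83.4 ± 5.56 (SD, n = 2) against 2413 ± 891 (SD, n = 2). The 5-week value lay below the median of those arrays (171 to 172), so the size of the difference is uncertain. BCL11A (−2.35, SE 0.27), GATA1 (−1.20, SE 0.36) and ZFPM1 (−5.74, SE 0.40) were lower as well. GATA1 was not called without 5-week replicate 1 or 2 (adjusted p = 0.14 and 0.059) or progenitor replicate 1 or 2 (0.050 and 0.11). CEBPA (4.27, SE 0.41) and NFE2 (3.71, SE 0.46) were higher at 5 weeks than in the progenitors. SPI1 (−0.39, SE 0.46) and IKZF1 (−0.76, SE 0.31) did not pass the test. At 12 hours and 5 weeks BCL11A stood at −0.82 (SE 0.22) and −0.74 (SE 0.25) against day 0.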

The etiology and significance of the upregulation of these immune response genes is unknown, as MSCs have been shown to rather have immunosuppressive properties and even reduce the risk for graft failure when transplanted together with HSC [52], [53]. If the species mismatch between human HSPC and mouse stroma or fetal calf serum can elicit an immune response in cultured human CD34+CD38−CD90+ cells, it will be important to recreate similar the supportive culture conditions using non-animal products.

### *Ex vivo* Expansion Results in Downregulation of Transcription Factors and Adhesion Molecules in CD34+CD38−CD90+ Cells

Our findings indicate that even though *ex vivo* expanded CD34+CD38−CD90+ cells demonstrate dynamic changes in “cell state” (e.g. kinase activity, metabolism, cell cycle etc.), based on the transcriptional regulators that govern “cell identity” (e.g. undifferentiated HSC *vs.* lineage committed cell), they still maintain the identity of an HSC. As such, these data provided little clues to why the majority of the *ex vivo* expanded CD34+CD38−CD90+ cells do not function properly upon transplantation. However, the two remaining clusters of differentially expressed genes contained genes that were progressively downregulated during culture, either immediately by 12 hours (cluster G) or during prolonged culture (cluster H) (Figure 6A–B). 

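Progressive falls made up the pattern with 773 probe sets, whose median log2 fold change went from −0.70 at 12 hours to −1.18 at 2 weeks and −1.87 at 5 weeks. Its median in the CD34+CD38+CD90− progenitors was −1.77. The pattern held both the genes of the immediate and those of the later fall, among them PBX1, EGR1, NKX2-3, GATA3, TEK, CDH2, SELP, PARD3, DCHS1 and TRO. A second pattern of 930 probe sets fell at 12 hours (−1.56), was nearer to day 0 at 2 weeks (−0.84) and fell again at 5 weeks (−1.34). Of the genes named in Fig. 6C, MLLT3 belonged to it.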

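EGR1 fell within 12 hours and remained low. Its log2 fold change was −1.80 at 12 hours (SE 0.42, adjusted p = 0.022 from limma), −2.27 at 2 weeks (SE 0.42, adjusted p = 0.020) and −2.42 at 5 weeks (SE 0.47, adjusted p = 0.012). Single arrays ended these calls, at 12 hours without day 0 replicate 2 (0.082), day 0 replicate 3 (0.051), 12-hour replicate 1 (0.071) or 12-hour replicate 2 (0.060), at 2 weeks without day 0 replicate 2 (0.078), 2-week replicate 1 (0.086) or 2-week replicate 2 (0.095), and at 5 weeks without 5-week replicate 1 (0.12). NKX2-3, also in Fig. 6C, was at −2.53 (SE 0.49, adjusted p = 0.0093), −3.38 (SE 0.49, adjusted p = 0.0055) and −6.30 (SE 0.55, adjusted p = 1.7e-04). GATA3 was unchanged in size at 12 hours (0.18, SE 0.50), stood at −2.09 at 2 weeks (SE 0.50, adjusted p = 0.057) and was called at 5 weeks, at −2.80 (SE 0.55, adjusted p = 0.013, and 0.21 without 5-week replicate 2). Its 2-week value was called without 12-hour replicate 1 (0.038) or either 5-week array (0.041). Of the 6 genes of Fig. 6C, 4, 4 and 6 were lower at the 3 times (6, 5 and 6 adjusted over the list alone). At 2 weeks the number was 2 without day 0 replicate 1, day 0 replicate 3 or 2-week replicate 3 and 1 without any other day 0 or 2-week array, and at 5 weeks 3 without day 0 replicate 2 or either 5-week array. Of the 7 genes of Fig. 6D, SMARCA1 was lower at 2 weeks and 5 at 5 weeks (6 and 7 adjusted over the list alone). SMARCA1, at −1.50 at 2 weeks, was not called without day 0 replicates 1 or 2 (0.056 and 0.072) or 2-week replicates 2 or 3 (0.095 and 0.061). The 2-week number was 3 without 12-hour replicate 3 or either 5-week array, and the 5-week number 2 without 5-week replicate 2. The study chose both panels on these arrays, so the counts are not independent evidence.

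**Figure D6:**
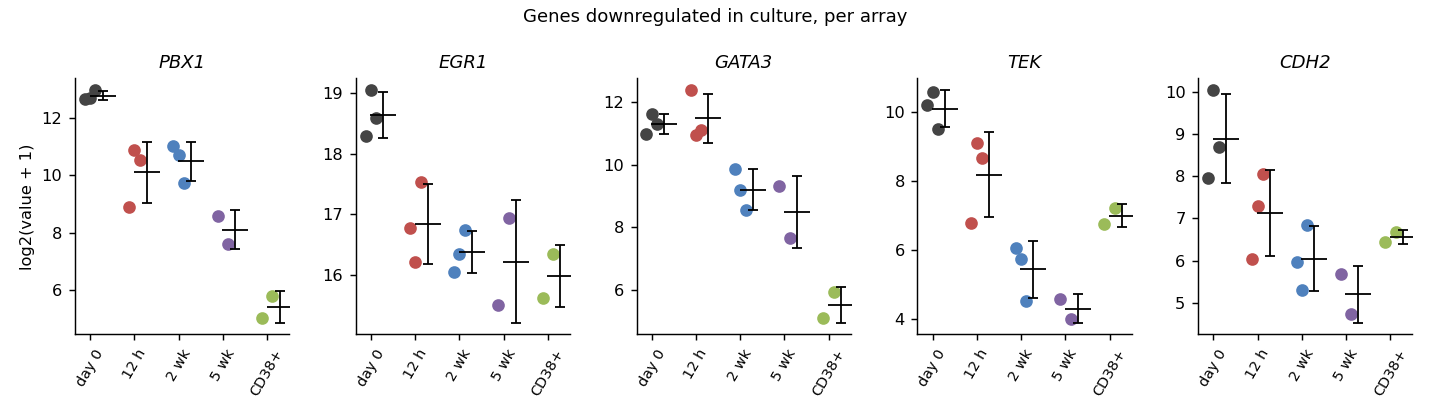
Intensity of PBX1, EGR1, GATA3, TEK and CDH2, as log2(value + 1), on each array (points) at day 0, 12 hours, 2 weeks and 5 weeks and in the CD34+CD38+CD90− progenitors (CD38+), with the mean and SD of each group beside the points (n = 3, or 2 at 5 weeks and in the progenitors). The vertical axes do not start at 0. PBX1 and TEK were lower than day 0 on all arrays of the other groups.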

Interestingly, both clusters were enriched for transcriptional regulators, including *PBX1* (cluster G) that is crucial for HSC function [54], *EGR1* (cluster G) that is required to maintain HSC in the niche although its loss does not compromise HSC function [55], and GATA3 (cluster H) (Figure 6C–D). GATA3 is required for proper T-cell development and implicated in the regulation of adult HSC function, although gata3 deficient HSC from neonatal mice or fetal liver demonstrated no functional defect [56], [57]. Moreover, cluster G and H genes that were downregulated during culture also included several surface proteins that have been implicated to participate in HSC-niche interactions, such as *TEK (TIE2)* and *N-CADHERIN* (Figure 6E) [11], [12], as well as molecules associated with cell projections, polarity, asymmetric division (*DCHS1* and *PARD3*) and implantation (TRO) [58], [59], [60] (Figure 6F). 

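TEK and CDH2 (N-cadherin) were lower than day 0 at 2 weeks and at 5 weeks. TEK went from an intensity of 1155 ± 402 (SD, n = 3) at day 0 to 46.7 ± 22.6 (SD, n = 3) at 2 weeks and 19.1 ± 5.68 (SD, n = 2) at 5 weeks. Its log2 fold change was −1.92 at 12 hours (SE 0.57, adjusted p = 0.059 from limma, called at 0.026 without 12-hour replicate 2), −4.67 at 2 weeks (SE 0.57, adjusted p = 0.0018) and −5.81 at 5 weeks (SE 0.63, adjusted p = 5.5e-04). At 2 and 5 weeks its intensity lay below the median of the arrays (176 to 182 and 171 to 172), so the size of these falls is uncertain. CDH2 was at −2.84 at 2 weeks (SE 0.60, adjusted p = 0.035) and −3.68 at 5 weeks (SE 0.67, adjusted p = 0.0084, and 0.14 without 5-week replicate 2). Its 2-week call ended without day 0 replicate 2 or 3 (0.12 and 0.061), 2-week replicate 1 or 2 (0.12 and 0.17) or either progenitor array (0.051). All 3 genes of Fig. 6E were lower at 2 weeks and at 5 weeks, and 1 was without day 0 replicate 3, 2-week replicate 1 or 2 or either progenitor array at 2 weeks and without 5-week replicate 2 at 5 weeks. PARD3 was lower at 5 weeks, at −3.14 (SE 0.41, adjusted p = 0.0015) and at 2 weeks stood at −1.60 (SE 0.37, adjusted p = 0.051), where it was called without either 5-week array (0.046) or either progenitor array (0.029). DCHS1 was at −2.55 at 5 weeks (SE 0.60, adjusted p = 0.030) and TRO at −2.24 (SE 0.33, adjusted p = 0.0028, and 0.053 without 5-week replicate 2). DCHS1 was not called without day 0 replicate 2 or 3 (0.053 and 0.076) or 5-week replicate 1 or 2 (0.19 and 0.13). All 4 genes of Fig. 6F were lower at 5 weeks, and 1 was without 5-week replicate 2. These genes were chosen by the study on these arrays and are not independent evidence. Of 30 genes of niche adhesion fixed before the data were examined, 7 were lower and 1 higher at 5 weeks (8 and 4 adjusted over the list alone), and 1 was lower without 5-week replicate 2 and 3 were higher without day 0 replicate 3. The list did not move one way as a whole (adjusted p = 0.25 from camera).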

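Of the 1156 probe sets that were lower at 5 weeks than at day 0, 611 (52.9%) lay within 2-fold of the CD34+CD38+CD90− progenitors. Of the 1680 that were higher, 310 (18.5%) lay within 2-fold. Over all 54518 tested probe sets, 18325 differed by 2-fold or more between 5 weeks and the progenitors, so most lay within 2-fold. Both shares were below that of all tested probe sets, which were not selected for a change and are no like set. Of the lower probe sets, 754 were also called lower in the progenitors than at day 0, and 440 were called different between 5 weeks and the progenitors. Of the higher ones these numbers were 313 (called higher) and 1286. The same day 0 arrays serve in both comparisons with day 0. In the direct limma comparison of 5 weeks with the progenitors, EGR1 differed by 0.24 (SE 0.51), DCHS1 by −1.07 (SE 0.66), TRO by −0.57 (SE 0.36) and CDH2 by −1.35 (SE 0.73), none of which passed the test (DCHS1 did without progenitor replicate 2, at an adjusted p of 0.020). Of the 20 genes of Fig. 6C to 6F, 10 differed in that comparison, 6 of them higher at 5 weeks and 4 lower (8 to 10 differed when 1 array was left out). PBX1 (2.70, SE 0.61, adjusted p = 0.0055), GATA3 (2.96, SE 0.61, adjusted p = 0.0030) and ESAM (3.74, SE 0.31, adjusted p = 5.1e-06) remained higher at 5 weeks than in the progenitors, as did MLLT3, CEBPB and SMARCA1. TEK (−2.70, SE 0.69, adjusted p = 0.011), NKX2-3 (−2.25, SE 0.60, adjusted p = 0.014) and PARD3 (−3.16, SE 0.45, adjusted p = 2.7e-04) were lower at 5 weeks than in the progenitors, as was IKZF2. At 5 weeks TEK lay below the median intensity of the arrays (171 to 172), so the size of its difference is uncertain. The call for PBX1 ended without 5-week replicate 1 (0.058) or progenitor replicate 1 (0.054), that for TEK without 5-week replicate 2 (0.081) or progenitor replicate 2 (0.063), and that for NKX2-3 without 5-week replicate 2 (0.13) or progenitor replicate 1 (0.095).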

By 5 weeks, many of these genes had been downregulated to levels comparable to the more differentiated CD34+CD38+CD90- cells (Figure 6C–F). This indicates that, despite maintaining the characteristic HSC surface immunophenotype and most known HSC transcription factors as well as suppressing lineage differentiation, the expanded CD34+CD38−CD90+ cells have altered the expression of a unique subset of transcriptional regulators and cell surface proteins, which may impair their ability to fully maintain HSC function upon transplantation.

### Dysregulation of *PBX1* Compromises the Transcriptome of *ex vivo* Expanded CD34+CD38−CD90+ Cells

Our finding that the cultured CD34+CD38−CD90+ cells showed a remarkably stable expression of most known HSC transcription factors suggests that “HSC identity” *per se* is not lost upon *ex vivo* expansion. 

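The intensity of PBX1 was 1281 ± 723 (SD, n = 3) after 12 hours, a log2 fold change of −2.69 against day 0 (SE 0.50, adjusted p = 0.0073 from limma). After 5 weeks it was 291 ± 134 (SD, n = 2), a log2 fold change of −4.68 (SE 0.56, adjusted p = 8.8e-04). All arrays of these groups lay below all day 0 arrays. In the CD34+CD38+CD90− progenitors it was 43.1 ± 16.5 (SD, n = 2), a log2 fold change of −7.38 (SE 0.56, adjusted p = 2.0e-06). That intensity lay below the median of the progenitor arrays (164 to 171), so the size of this fall is uncertain.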

An exception to this was *PBX1*, which was downregulated already at 12 h and never fully recovered, indicating that *PBX1* expression is highly dependent on microenvironmental signals that were not recapitulated in culture. *Pbx1* deficiency in mice disrupts HSC self-renewal due to loss of stem cell quiescence and severely compromises their *in vivo* repopulation ability [54]. Therefore, we sought to define the extent to which the transcriptional changes in cultured CD34+CD38−CD90+ cells correlate with those dysregulated in *Pbx1* deficient mouse HSC. Indeed, gene set enrichment analysis (GSEA) showed a very high statistically significant correlation between *Pbx1* deficient mouse LSKCD34-Flt3- cells (Lin-Sca1+cKit+CD34-Flt3-) cells and cultured human CD34+CD38−CD90+ cells (Figure 7A). Direct comparison of the differentially expressed genes showed that 24 of the genes downregulated (>1.5-fold) and 54 genes upregulated in *Pbx1* deficient HSC (LSKCD34-Flt3-) showed similar dysregulation with respect to genes that changed in culture (Figure 7B–C). These included many downregulated transcriptional regulators, some of which are known to regulate hematopoiesis such as *MLLT3, MSI2, MEIS1, DNMT3A* and *HLF* [42], [61], [62], [63], [64] while others have so far not been associated with a clear function in HSPC biology (*MYCT1, HMGA2, SMARCA2* etc) (Figure 7B). 

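In the cultured CD34+CD38−CD90+ cells, MLLT3 fell at 12 hours, with a log2 fold change of −1.86 (SE 0.33, adjusted p = 0.0054 from limma) and at 5 weeks, at −1.70 (SE 0.37, adjusted p = 0.020), and stood at −0.26 at 2 weeks. The 5-week call ended without day 0 replicate 1 or 2 (0.056 each) or 5-week replicate 2 (0.26). MYCT1 was lower at 5 weeks, at −5.55 (SE 0.80, adjusted p = 0.0024, and 0.052 without 5-week replicate 2). HMGA2 was lower at 12 hours, at −1.22 (SE 0.30, adjusted p = 0.030). It was not called without any day 0 array (0.088, 0.062 and 0.069) or without 12-hour replicate 1 or 3 (0.11 and 0.096). MEIS1 was lower at 5 weeks, at −1.81 (SE 0.47, adjusted p = 0.046), a call that held without either progenitor array or without 12-hour replicate 1 or 2. Without any other array it ended, at an adjusted p between 0.056 and 0.41. DNMT3A at 5 weeks (−0.82, SE 0.26) and SMARCA2 at 12 hours (adjusted p = 0.075) were below day 0 and not called, and SMARCA2 was called without 12-hour replicate 2 (0.012). The mouse data that the paper compared with these genes are not analysed here.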

The shared upregulated genes included many cell cycle- and mitosis genes *(NCAPH, NEK2, CCNB2, CDCA2* etc.) 

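Of the 4 genes named, CCNB2 and NCAPH were called higher in the CD34+CD38−CD90+ cells at 5 weeks, and 3 were when adjusted over the list alone. NCAPH reached an intensity of 11632 ± 1508 (SD, n = 2), against 2475 ± 292 (SD, n = 3) at day 0. CDCA2 was higher by a log2 fold change of 1.99 (SE 0.55, adjusted p = 0.057 from limma), and was called without 12-hour replicate 1 (0.040), 12-hour replicate 3 (0.031) or 2-week replicate 3 (0.030). Without 5-week replicate 1, NCAPH and CCNB2 were not called (0.085 and 0.14), nor were they without 5-week replicate 2 (0.10 and 0.25).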

(Figure 5G and 7C). Although the specific function of many of the Pbx1 dependent gene in HSC still remains to be investigated, these data identify dysregulation of *PBX1* as a factor compromising the otherwise highly stable HSC transcriptional network in human CD34+CD38−CD90+ cells during expansion on MSC stroma, and nominate loss of *PBX1* as a possible defect contributing to the functional limitations in cultured HSPC (Figure 7D).

**Figure 7:**
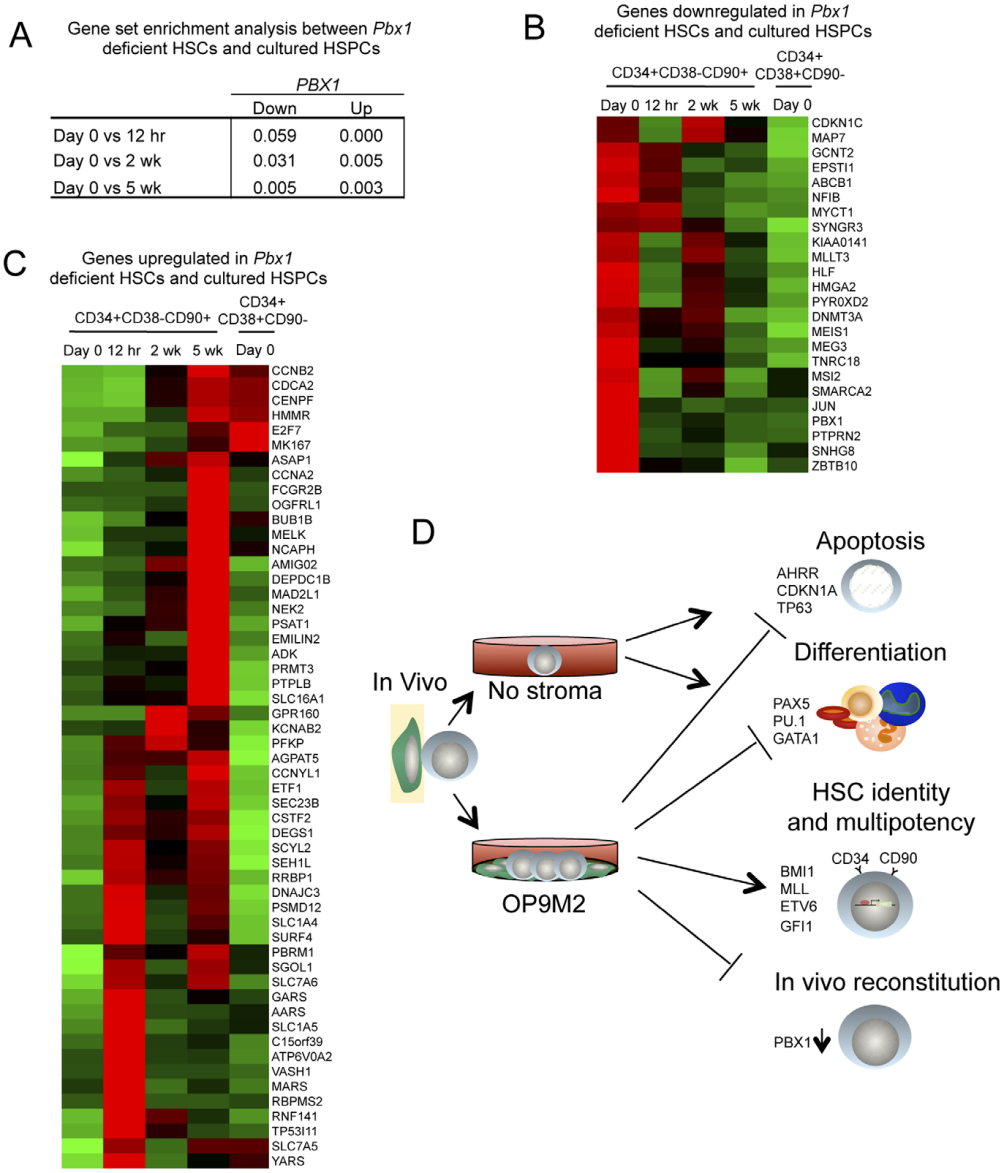
Cultured human CD34+CD38 −CD90+ cells show shared gene expression changes with *Pbx1* deficient mouse HSC. Differential gene expression analysis was performed comparing HSC (LSKCD34-Flt3-) from control and *Pbx1* deficient mice (GEO series GSE9188). (A) Table showing the FDR-q values from the GSEA analysis on pairwise expression data comparing freshly isolated CD34+CD38−CD90+ human cells with each time point in culture to the differentially expressed genes from *Pbx1* deficient mouse LSKCD34-Flt3- cells. (B) Heat map showing 24 genes downregulated both in Pbx1 deficient LSKCD34-Flt3- cells and at least in one of the culture time points (right) (>1.5-fold with respect to freshly isolated CD34+CD38−CD90+ cells, FDR of 5%). (C) Heat map of 54 genes that were upregulated both in *Pbx1* deficient HSC and at least in one of the culture time points (left), (>1.5-fold with respect to freshly isolated CD34+CD38−CD90+ cells, FDR of 5%). (D) A summary figure illustrating the HSC properties that are preserved or lost in the presence or absence of supportive stromal cells.

### Conclusion

We have defined a MSC co-culture system that expands clonally multipotent human hematopoietic cells that are protected from adverse effects that normally occur during culture (e.g. activation of aryl hydrocarbon receptor signaling, apoptosis, and immediate differentiation), and retain the CD34+CD38−CD90+ HSC surface immunophenotype and remarkably stable HSC transcription factor network for several weeks in culture. These data revealed that the identity of human HSC is highly preserved during *ex vivo* expansion on supportive MSC stroma despite the dynamic fluctuations in gene expression programs reflecting different cellular states (cell cycle, metabolism, etc). However, the fact that transplantable HSC could only be maintained, but not significantly expanded, during culture, indicated that most of the *ex vivo* expanded CD34+CD38−CD90+ cells are functionally compromised. Downregulation of *PBX1* was identified as a possible factor contributing to the dysregulated gene expression programs and the functional limitations in cultured CD34+CD38−CD90+ cells. It is important to note that the microarray analysis of cultured CD34+CD38−CD90+ cells was performed on human fetal liver cells, which are functionally different from HSC from adult bone marrow or cord blood as they have the highest self-renewal potential [65]. However, although fetal liver HSC are rarely used for clinical purposes due to ethical and legal considerations, they are developmentally the closest target for generation of HSC from ES or IPS cells, and therefore these data not only give important clues about the mechanisms regulating self-renewal but also how to improve the culture conditions for the generation of self-renewing HSC *de novo* from pluripotent cells.

This culture system serves now both as a useful platform for studying the regulation of human HSPC and multilineage hematopoietic hierarchy *ex vivo*, and as a starting point to develop protocols for the expansion or *de novo* generation of transplantable HSC for clinical applications. To achieve this goal, it will be critical to identify the signals that would help preserve the dysregulated HSC transcription factors identified in the study, such as *PBX1.* Notably, one report demonstrated that by knocking down *pbx1* in *HOXB4* over-expressing mouse HSC improved HSC expansion as compared to overexpression of *HOXB4* alone [66], although other studies had documented loss of HSC function upon knockdown of *pbx1* [54]. 

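In the CD34+CD38−CD90+ cells, the log2 fold change of HOXB4 against day 0 was 0.16 at 12 hours (SE 0.19, adjusted p = 0.70 from limma), 0.01 at 2 weeks (SE 0.19, adjusted p = 0.99) and −0.72 at 5 weeks (SE 0.21, adjusted p = 0.071). In the CD34+CD38+CD90− progenitors it was −3.71 (SE 0.21, adjusted p = 2.4e-07).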

Notably, HOXB4 expression was not altered during our expansion culture. These data suggest that the effects of loss or overexpression of individual transcription factors may be context dependent, and also influenced by the time how long the gene is suppressed. Future overexpression and knockdown studies will be required to determine the degree to which *PBX1,* or the other transcription factors and signaling pathways dysregulated in culture, contribute to the loss of HSC function. However, as many of the transcription factors that were downregulated during culture are also putative oncogenes, their mere over-expression is unlikely to provide a clinically viable option for expanding functional HSC. Instead, future studies should focus on complementing the OP9M2 co-culture with other niche cells or extrinsic cues to better recapitulate the *in vivo* niche, such as Akt-activated endothelial cells, which express HSC supportive angiocrine factors IGFB2 and FGF2 [10] that are not expressed by OP9M2 stroma (data not shown). Moreover, as we also observed dynamic changes in HSPC metabolism during the culture, these findings suggest that optimization of the physiological parameters such as glucose and oxygen levels could further improve HSC function. Indeed, the HSC niche is hypoxic and culture of HSC in low oxygen levels has been reported to increase HSPC function [67], [68].

The fact that excessive proliferation of HSC *in vivo* in mice has been associated with decreased HSC function [69] inevitably raises the question whether the cell divisions in culture cause a reversible dysfunction in engraftment, or have already led to permanent loss of “stemness”. Nevertheless, our discovery of the high preservation of “HSC identity” in human CD34+CD38−CD90+ cells cultured on MSC stroma provides hope that by modulating the culture conditions to preserve, or even return, the *ex vivo* expanded CD34+CD38−CD90+ cells to the correct “cellular state” that allows efficient engraftment *in vivo* will take us closer to expanding functional HSC for the treatment of leukemia and other blood diseases.

## Supporting Information

Figure S1 **Co-culture of human CD34+ fetal liver on different stromal cell lines.** Representative FACS plots of CD34+ fetal liver cells after 2 weeks of co-culture on different mouse stroma cell lines. Presence of CD34+CD38−CD90+ cells indicates maintenance of undifferentiated human hematopoietic cells.
(TIF)

Figure S2 **The OP9M2 stroma line facilitates establishment of a multilineage human hematopoietic hierarchy** ***ex vivo*** **.** FACS analysis of CD34+ FL cells cultured on OP9M2 supplemented with SCF, TPO and FLT3L demonstrating, (A) forward and side scatter of cultured cells, (B and C) presence of HSPC (CD33) and various myeloid progenitors, monocytes and granulocytes (CD33, CD14, CD66 and CD13) as well as (D) erythroid cells (CD71). (E) CD34+ FL cells co-cultured on OP9M2 with IL-7, FLT-3L and SCF demonstrating robust generation of B-cells (CD19).
(TIF)

Figure S3 **The OP9M2 stroma line has mesenchymal stem cell properties.** OP9M2 stromal cells exhibit tri-lineage differentiation capacity into adipocytes, chondrocytes and osteoblasts. Adipocyte potential was determined by Oil Red O stain; chondrogenic potential by Safranin O stain; and osteocytic potential by Alizarin red stain. Images were acquired at 20× original magnification using an Axiovert 40CL microscope and a Canon Powershot G6 camera.
(TIF)

Figure S4 **Long-term proliferative potential and capacity to maintain hematopoietic cells with undifferentiated surface phenotype remains entirely within the CD34+CD38**−**CD90+ fraction of cultured cells.** Fractionation of CD34+CD38−CD90+ cells after 2 weeks of culture based on surface phenotype demonstrates sustained expansion of CD34+CD38−CD90+ cells during re-plating only within the CD34+CD38−CD90+ population. (A) Upper FACS plots represent the cells and gates used for the fractionation at 2 weeks and purity plots. (B) FACS plots in the middle show the immunophenotype of the fractions after additional 2 weeks of culture and the charts below summarize the total fold expansion of hematopoietic cells fractionated at (C) 2 weeks and (D) 5 weeks of culture. Error bars represent SEM (* p<0.05, n = 3).
(TIF)

Figure S5 **OP9M2 supports the expansion of cord blood (CB) CD34+CD38**−**CD90+ cells.** (A) Representative FACS plots of CD34+ CB cells after 2 and 8 weeks of co-culture on OP9M2 are shown. (B) Summary of total fold expansion of all CB cells from input cells cultured with or without OP9M2. (C) Summary of fold expansion of CD34+CD38−CD90+ CB cells cultured with or without OP9M2. Fractionation of cultured CB cells after 2 weeks of culture demonstrates sustained expansion of the undifferentiated CD34+CD38−CD90+ cells during re-plating only within the CD34+CD38−CD90+ population. (D) FACS plots represent the cells and gates used for the fractionation at 2 weeks. (E) FACS plots show the immunophenotype of the fractions after additional 2 weeks of culture and (F) summarize the total fold expansion of hematopoietic cells fractionated at 2 weeks and additional 2 weeks of culture (Error bars represent SEM (* p<0.05, n = 3).
(TIF)

Figure S6 **CD34+CD38**−**CD90+ cells expanded on OP9M2 demonstrate slight relative decrease in the frequency of hematopoietic progenitors.** (A) Frequency of CFUs among *ex vivo* expanded CD34+CD38−CD90+ cells. (B) Colony distribution among *ex vivo* expanded CD34+CD38−CD90+ cells. (C) Frequency of multipotent progenitors among *ex vivo* expanded CD34+CD38−CD90+ cells as measured by single cell assay. Error bars represent SEM (* p<0.05, ✦ p = 0.051, n = 3 independent experiments, except for C, only one experiment showed robust proliferation of single CD34+CD38−CD90+ cells sorted and re-plated at 5 weeks).
(TIF)

Figure S7 ***Ex vivo*** **expanded CD34+CD38**−**CD90+ cells demonstrate continued dependence on OP9M2 niche signals.** CD34+ FL cells cultured on OP9M2 for 2 weeks rapidly differentiate when transferred to non-supportive BFC012 stroma or no stroma. Left FACS plot: cells replated on OP9M2, Middle FACS plot: cells replated on BFC012, Right FACS plot: cells replated without stroma.
(TIF)

Figure S8 **CD34+CD38**−**CD90+ cells expanded on OP9M2 stroma undergo an initial culture shock resulting in transient activation of the aryl hydrocarbon receptor (AhR) signaling pathway.** Heat map showing genes in cultured fetal CD34+CD38−CD90+ cells, selected if they were at least two-fold downregulated in CD34+ cells treated with SR1 (inhibitor of AhR signaling) (GEO series GSE28359) [1], and at least two-fold up-regulated in cultured fetal liver CD34+CD38−CD90+ cells. All five arrays (untreated, and treated with four different concentrations of SR1) from Boitano et al [1] were normalized using RMA method and fold change was calculated comparing SR1 treated cells to the untreated control. Thirteen genes were at least 2-fold down-regulated in two or more concentrations of SR1 treated cells. Of those, 9 were differentially expressed in our dataset of cultured CD34+CD38−CD90+ cells (illustrated in heat map above). The heat map was generated on probe sets called as “Present” using the MAS5 algorithm in at least in one sample and if the absolute expression level was above 50. Several of these genes are known members of the AHR signaling pathway, which is a negative regulator of HSC function [1], [2]. Robust activation of this pathway was observed in CD34+CD38−CD90+ cells cultured for 12 hours, with restoration to almost normal levels by 2 weeks. AHRR negatively regulates AHR, however, it’s own transcription is regulated by AHR activation [3], [4]. CYP1B1 is also regulated by AHR activation [1]. Interestingly, the inflammatory cytokine, CCL2, has been linked to activation of mTOR [5], which compromises HSC function. Therefore, activation of AHR signaling and inflammatory pathways at the onset of *ex vivo* culture may trigger downstream effectors that negatively regulate CD34+CD38−CD90+ cell function.
(TIF)

Table S1 Reconstitution and lineage distribution of human hematopoietic cells in transplanted NSG mice. The first column indicates the number of input CD34+ cells (before culture) each mouse was transplanted with. %hCD45 indicates the percentage of total human hematopoietic engraftment. Lineage distribution is shown as percentage of total human CD45 engraftment for each organ.
(XLS)

Table S2 Expression of known HSC regulators in ex vivo expanded CD34+CD38−CD90+cells. Genes are divided by their cellular location defined by IPA. MeanExp represents mean gene expression values of the replicates. Fold change and p-value for differential expression between freshly isolated (day 0) and cultured (12 h, 2 weeks and 5 weeks) CD34+CD38−CD90+cells were calculated from the M-value reported by Limma. PMA indicates absent (A), marginal (M) and present (P) calls for each replicate. GO location and GO function for each gene is defined by DAVID, IPA gene location and type of gene are defined by IPA. Ref represents publications documenting the role of each gene in HSC development or maintenance. Bold numbers indicate probes that were significantly changed (>2 fold, p<0.05) in comparison to the expression value at day 0. Probes in bold are significantly differentially expressed.
(XLS)

Table S3 Cluster H. Gene expression changes of *ex vivo* expanded CD34+CD38−CD90+cells. Each worksheet contains a specific fuzzy-c means cluster, as represented in Figure 5. Genes are divided by their cellular location defined by Ingenuity Pathway Analysis (IPA). MeanExp represents mean gene expression values of the replicates (Day 0, 12 hr and 2 weeks contain 3 replicates; 5 weeks contains 2 replicates). Fold change and p-value for differential expression between Day 0 and cultured cells are from Limma. PMA indicates absent (A), marginal (M) and present (P) calls for each replicate. GO location and GO function for each gene is defined by DAVID, IPA gene location and type of gene are defined by IPA.
(ZIP)

References S1

## References

[1] BordignonC (2006) Stem-cell therapies for blood diseases. Nature 441: 1100–1102.1681024710.1038/nature04962

[2] WeissmanIL (2000) Stem cells: units of development, units of regeneration, and units in evolution. Cell 100: 157–168.1064794010.1016/s0092-8674(00)81692-x

[3] StanevskyA, GoldsteinG, NaglerA (2009) Umbilical cord blood transplantation: pros, cons and beyond. Blood Rev 23: 199–204.1928207310.1016/j.blre.2009.02.001

[4] TeitellMA, MikkolaHK (2006) Transcriptional activators, repressors, and epigenetic modifiers controlling hematopoietic stem cell development. Pediatr Res 59: 33R–39R.1654954610.1203/01.pdr.0000205155.26315.c7

[5] Nakauchi H, Sudo K, Ema H (2001) Quantitative assessment of the stem cell self-renewal capacity. Ann N Y Acad Sci 938: 18–24; discussion 24–15.10.1111/j.1749-6632.2001.tb03570.x11458506

[6] NaveirasO, NardiV, WenzelPL, HauschkaPV, FaheyF, et al (2009) Bone-marrow adipocytes as negative regulators of the haematopoietic microenvironment. Nature 460: 259–263.1951625710.1038/nature08099PMC2831539

[7] ChowA, LucasD, HidalgoA, Mendez-FerrerS, HashimotoD, et al (2011) Bone marrow CD169+ macrophages promote the retention of hematopoietic stem and progenitor cells in the mesenchymal stem cell niche. J Exp Med 208: 261–271.2128238110.1084/jem.20101688PMC3039855

[8] CalviLM, AdamsGB, WeibrechtKW, WeberJM, OlsonDP, et al (2003) Osteoblastic cells regulate the haematopoietic stem cell niche. Nature 425: 841–846.1457441310.1038/nature02040

[9] Mendez-FerrerS, MichurinaTV, FerraroF, MazloomAR, MacarthurBD, et al (2010) Mesenchymal and haematopoietic stem cells form a unique bone marrow niche. Nature 466: 829–834.2070329910.1038/nature09262PMC3146551

[10] KobayashiH, ButlerJM, O’DonnellR, KobayashiM, DingBS, et al (2010) Angiocrine factors from Akt-activated endothelial cells balance self-renewal and differentiation of haematopoietic stem cells. Nat Cell Biol 12: 1046–1056.2097242310.1038/ncb2108PMC2972406

[11] AraiF, HiraoA, OhmuraM, SatoH, MatsuokaS, et al (2004) Tie2/angiopoietin-1 signaling regulates hematopoietic stem cell quiescence in the bone marrow niche. Cell 118: 149–161.1526098610.1016/j.cell.2004.07.004

[12] ZhangJ, NiuC, YeL, HuangH, HeX, et al (2003) Identification of the haematopoietic stem cell niche and control of the niche size. Nature 425: 836–841.1457441210.1038/nature02041

[13] BryderD, JacobsenSE (2000) Interleukin-3 supports expansion of long-term multilineage repopulating activity after multiple stem cell divisions in vitro. Blood 96: 1748–1755.10961873

[14] ZhangCC, KabaM, GeG, XieK, TongW, et al (2006) Angiopoietin-like proteins stimulate ex vivo expansion of hematopoietic stem cells. Nat Med 12: 240–245.1642914610.1038/nm1342PMC2771412

[15] MillerCL, EavesCJ (1997) Expansion in vitro of adult murine hematopoietic stem cells with transplantable lympho-myeloid reconstituting ability. Proc Natl Acad Sci U S A 94: 13648–13653.939108010.1073/pnas.94.25.13648PMC28360

[16] DelaneyC, HeimfeldS, Brashem-SteinC, VoorhiesH, MangerRL, et al (2010) Notch-mediated expansion of human cord blood progenitor cells capable of rapid myeloid reconstitution. Nat Med 16: 232–236.2008186210.1038/nm.2080PMC2819359

[17] AntonchukJ, SauvageauG, HumphriesRK (2002) HOXB4-induced expansion of adult hematopoietic stem cells ex vivo. Cell 109: 39–45.1195544510.1016/s0092-8674(02)00697-9

[18] AmsellemS, PflumioF, BardinetD, IzacB, CharneauP, et al (2003) Ex vivo expansion of human hematopoietic stem cells by direct delivery of the HOXB4 homeoprotein. Nat Med 9: 1423–1427.1457888210.1038/nm953

[19] BoitanoAE, WangJ, RomeoR, BouchezLC, ParkerAE, et al (2010) Aryl hydrocarbon receptor antagonists promote the expansion of human hematopoietic stem cells. Science 329: 1345–1348.2068898110.1126/science.1191536PMC3033342

[20] OostendorpRA, HarveyKN, KusadasiN, de BruijnMF, SarisC, et al (2002) Stromal cell lines from mouse aorta-gonads-mesonephros subregions are potent supporters of hematopoietic stem cell activity. Blood 99: 1183–1189.1183046410.1182/blood.v99.4.1183

[21] MooreKA, EmaH, LemischkaIR (1997) In vitro maintenance of highly purified, transplantable hematopoietic stem cells. Blood 89: 4337–4347.9192756

[22] ShimakuraY, KawadaH, AndoK, SatoT, NakamuraY, et al (2000) Murine stromal cell line HESS-5 maintains reconstituting ability of Ex vivo-generated hematopoietic stem cells from human bone marrow and cytokine-mobilized peripheral blood. Stem Cells 18: 183–189.1084007110.1634/stemcells.18-3-183

[23] NoltaJA, ThiemannFT, Arakawa-HoytJ, DaoMA, BarskyLW, et al (2002) The AFT024 stromal cell line supports long-term ex vivo maintenance of engrafting multipotent human hematopoietic progenitors. Leukemia 16: 352–361.1189653810.1038/sj.leu.2402371

[24] VanheusdenK, Van CoppernolleS, De SmedtM, PlumJ, VandekerckhoveB (2007) In vitro expanded cells contributing to rapid severe combined immunodeficient repopulation activity are CD34+38–33+90+45RA. Stem Cells 25: 107–114.1697383310.1634/stemcells.2006-0256

[25] SutherlandHJ, EavesCJ, EavesAC, DragowskaW, LansdorpPM (1989) Characterization and partial purification of human marrow cells capable of initiating long-term hematopoiesis in vitro. Blood 74: 1563–1570.2790186

[26] NakanoT, KodamaH, HonjoT (1994) Generation of lymphohematopoietic cells from embryonic stem cells in culture. Science 265: 1098–1101.806644910.1126/science.8066449

[27] HackneyJA, CharbordP, BrunkBP, StoeckertCJ, LemischkaIR, et al (2002) A molecular profile of a hematopoietic stem cell niche. Proc Natl Acad Sci U S A 99: 13061–13066.1222647510.1073/pnas.192124499PMC130586

[28] CollinsLS, DorshkindK (1987) A stromal cell line from myeloid long-term bone marrow cultures can support myelopoiesis and B lymphopoiesis. J Immunol 138: 1082–1087.3492541

[29] ItohK, TezukaH, SakodaH, KonnoM, NagataK, et al (1989) Reproducible establishment of hemopoietic supportive stromal cell lines from murine bone marrow. Exp Hematol 17: 145–153.2783573

[30] GentlemanRC, CareyVJ, BatesDM, BolstadB, DettlingM, et al (2004) Bioconductor: open software development for computational biology and bioinformatics. Genome Biol 5: R80.1546179810.1186/gb-2004-5-10-r80PMC545600

[31] WettenhallJM, SimpsonKM, SatterleyK, SmythGK (2006) affylmGUI: a graphical user interface for linear modeling of single channel microarray data. Bioinformatics 22: 897–899.1645575210.1093/bioinformatics/btl025

[32] GaoJ, YanXL, LiR, LiuY, HeW, et al (2010) Characterization of OP9 as authentic mesenchymal stem cell line. J Genet Genomics 37: 475–482.2065971210.1016/S1673-8527(09)60067-9

[33] MajetiR, ParkCY, WeissmanIL (2007) Identification of a hierarchy of multipotent hematopoietic progenitors in human cord blood. Cell Stem Cell 1: 635–645.1837140510.1016/j.stem.2007.10.001PMC2292126

[34] DorrellC, GanOI, PereiraDS, HawleyRG, DickJE (2000) Expansion of human cord blood CD34(+)CD38(−) cells in ex vivo culture during retroviral transduction without a corresponding increase in SCID repopulating cell (SRC) frequency: dissociation of SRC phenotype and function. Blood 95: 102–110.10607692

[35] NuttSL, HeaveyB, RolinkAG, BusslingerM (1999) Commitment to the B-lymphoid lineage depends on the transcription factor Pax5. Nature 401: 556–562.1052462210.1038/44076

[36] IwasakiH, SomozaC, ShigematsuH, DuprezEA, Iwasaki-AraiJ, et al (2005) Distinctive and indispensable roles of PU.1 in maintenance of hematopoietic stem cells and their differentiation. Blood 106: 1590–1600.1591455610.1182/blood-2005-03-0860PMC1895212

[37] PevnyL, SimonMC, RobertsonE, KleinWH, TsaiSF, et al (1991) Erythroid differentiation in chimaeric mice blocked by a targeted mutation in the gene for transcription factor GATA-1. Nature 349: 257–260.198747810.1038/349257a0

[38] ZhangP, Iwasaki-AraiJ, IwasakiH, FenyusML, DayaramT, et al (2004) Enhancement of hematopoietic stem cell repopulating capacity and self-renewal in the absence of the transcription factor C/EBP alpha. Immunity 21: 853–863.1558917310.1016/j.immuni.2004.11.006

[39] LiuZG (2005) Molecular mechanism of TNF signaling and beyond. Cell Res 15: 24–27.1568662210.1038/sj.cr.7290259

[40] DohnM, ZhangS, ChenX (2001) p63alpha and DeltaNp63alpha can induce cell cycle arrest and apoptosis and differentially regulate p53 target genes. Oncogene 20: 3193–3205.1142396910.1038/sj.onc.1204427

[41] ChengT, RodriguesN, ShenH, YangY, DombkowskiD, et al (2000) Hematopoietic stem cell quiescence maintained by p21cip1/waf1. Science 287: 1804–1808.1071030610.1126/science.287.5459.1804

[42] ShojaeiF, TrowbridgeJ, GallacherL, YuefeiL, GoodaleD, et al (2005) Hierarchical and ontogenic positions serve to define the molecular basis of human hematopoietic stem cell behavior. Dev Cell 8: 651–663.1586615710.1016/j.devcel.2005.03.004

[43] MackarehtschianK, HardinJD, MooreKA, BoastS, GoffSP, et al (1995) Targeted disruption of the flk2/flt3 gene leads to deficiencies in primitive hematopoietic progenitors. Immunity 3: 147–161.762107410.1016/1074-7613(95)90167-1

[44] MatsumotoA, TakeishiS, KanieT, SusakiE, OnoyamaI, et al (2011) p57 is required for quiescence and maintenance of adult hematopoietic stem cells. Cell Stem Cell 9: 262–271.2188502110.1016/j.stem.2011.06.014

[45] SudaT, TakuboK, SemenzaGL (2011) Metabolic regulation of hematopoietic stem cells in the hypoxic niche. Cell Stem Cell 9: 298–310.2198223010.1016/j.stem.2011.09.010

[46] CarvajalLA, HamardPJ, TonnessenC, ManfrediJJ (2012) E2F7, a novel target, is up-regulated by p53 and mediates DNA damage-dependent transcriptional repression. Genes Dev 26: 1533–1545.2280252810.1101/gad.184911.111PMC3404382

[47] RadomskaHS, HuettnerCS, ZhangP, ChengT, ScaddenDT, et al (1998) CCAAT/enhancer binding protein alpha is a regulatory switch sufficient for induction of granulocytic development from bipotential myeloid progenitors. Mol Cell Biol 18: 4301–4314.963281410.1128/mcb.18.7.4301PMC109014

[48] AustinGE, ChanWC, ZhaoW, RacineM (1994) Myeloperoxidase gene expression in normal granulopoiesis and acute leukemias. Leuk Lymphoma 15: 209–226.786627010.3109/10428199409049717

[49] ElsbachP (1998) The bactericidal/permeability-increasing protein (BPI) in antibacterial host defense. J Leukoc Biol 64: 14–18.966526910.1002/jlb.64.1.14

[50] SudoT, NishikawaS, OhnoN, AkiyamaN, TamakoshiM, et al (1993) Expression and function of the interleukin 7 receptor in murine lymphocytes. Proc Natl Acad Sci U S A 90: 9125–9129.841566510.1073/pnas.90.19.9125PMC47514

[51] OettingerMA, SchatzDG, GorkaC, BaltimoreD (1990) RAG-1 and RAG-2, adjacent genes that synergistically activate V(D)J recombination. Science 248: 1517–1523.236004710.1126/science.2360047

[52] BallLM, BernardoME, RoelofsH, LankesterA, CometaA, et al (2007) Cotransplantation of ex vivo expanded mesenchymal stem cells accelerates lymphocyte recovery and may reduce the risk of graft failure in haploidentical hematopoietic stem-cell transplantation. Blood 110: 2764–2767.1763884710.1182/blood-2007-04-087056

[53] Le BlancK, RingdenO (2007) Immunomodulation by mesenchymal stem cells and clinical experience. J Intern Med 262: 509–525.1794936210.1111/j.1365-2796.2007.01844.x

[54] FicaraF, MurphyMJ, LinM, ClearyML (2008) Pbx1 regulates self-renewal of long-term hematopoietic stem cells by maintaining their quiescence. Cell Stem Cell 2: 484–496.1846269810.1016/j.stem.2008.03.004PMC2416441

[55] MinIM, PietramaggioriG, KimFS, PassegueE, StevensonKE, et al (2008) The transcription factor EGR1 controls both the proliferation and localization of hematopoietic stem cells. Cell Stem Cell 2: 380–391.1839775710.1016/j.stem.2008.01.015

[56] KuCJ, HosoyaT, MaillardI, EngelJD (2012) GATA-3 regulates hematopoietic stem cell maintenance and cell-cycle entry. Blood 119: 2242–2251.2226760510.1182/blood-2011-07-366070PMC3311255

[57] Buza-VidasN, DuarteS, LucS, Bouriez-JonesT, WollPS, et al (2011) GATA3 is redundant for maintenance and self-renewal of hematopoietic stem cells. Blood 118: 1291–1293.2167047510.1182/blood-2011-02-338046

[58] MaoY, TournierAL, BatesPA, GaleJE, TaponN, et al (2011) Planar polarization of the atypical myosin Dachs orients cell divisions in Drosophila. Genes Dev 25: 131–136.2124516610.1101/gad.610511PMC3022259

[59] BultjeRS, Castaneda-CastellanosDR, JanLY, JanYN, KriegsteinAR, et al (2009) Mammalian Par3 regulates progenitor cell asymmetric division via notch signaling in the developing neocortex. Neuron 63: 189–202.1964047810.1016/j.neuron.2009.07.004PMC2736606

[60] FukudaMN, SatoT, NakayamaJ, KlierG, MikamiM, et al (1995) Trophinin and tastin, a novel cell adhesion molecule complex with potential involvement in embryo implantation. Genes Dev 9: 1199–1210.775894510.1101/gad.9.10.1199

[61] PinaC, MayG, SonejiS, HongD, EnverT (2008) MLLT3 regulates early human erythroid and megakaryocytic cell fate. Cell Stem Cell 2: 264–273.1837145110.1016/j.stem.2008.01.013

[62] ChallenGA, SunD, JeongM, LuoM, JelinekJ, et al (2012) Dnmt3a is essential for hematopoietic stem cell differentiation. Nat Genet 44: 23–31.10.1038/ng.1009PMC363795222138693

[63] HopeKJ, CellotS, TingSB, MacRaeT, MayotteN, et al (2010) An RNAi screen identifies Msi2 and Prox1 as having opposite roles in the regulation of hematopoietic stem cell activity. Cell Stem Cell 7: 101–113.2062105410.1016/j.stem.2010.06.007

[64] CaiM, LangerEM, GillJG, SatpathyAT, AlbringJC, et al (2012) Dual actions of Meis1 inhibit erythroid progenitor development and sustain general hematopoietic cell proliferation. Blood 120: 335–346.2266593310.1182/blood-2012-01-403139PMC3628121

[65] HolyoakeTL, NicoliniFE, EavesCJ (1999) Functional differences between transplantable human hematopoietic stem cells from fetal liver, cord blood, and adult marrow. Exp Hematol 27: 1418–1427.1048043310.1016/s0301-472x(99)00078-8

[66] KroslJ, BesluN, MayotteN, HumphriesRK, SauvageauG (2003) The competitive nature of HOXB4-transduced HSC is limited by PBX1: the generation of ultra-competitive stem cells retaining full differentiation potential. Immunity 18: 561–571.1270585810.1016/s1074-7613(03)00090-6

[67] IvanovicZ, Dello SbarbaP, TrimoreauF, FaucherJL, PraloranV (2000) Primitive human HPCs are better maintained and expanded in vitro at 1 percent oxygen than at 20 percent. Transfusion 40: 1482–1488.1113456810.1046/j.1537-2995.2000.40121482.x

[68] DanetGH, PanY, LuongoJL, BonnetDA, SimonMC (2003) Expansion of human SCID-repopulating cells under hypoxic conditions. J Clin Invest 112: 126–135.1284006710.1172/JCI17669PMC162287

[69] JudeCD, GaudetJJ, SpeckNA, ErnstP (2008) Leukemia and hematopoietic stem cells: balancing proliferation and quiescence. Cell Cycle 7: 586–591.1823945510.4161/cc.7.5.5549PMC2892629

How the deposited data were processed for this re-analysis (not part of the article)

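Gene expression was measured on Affymetrix U133 Plus 2.0 arrays in sorted cells of human fetal liver. The 13 arrays held CD34+CD38−CD90+ cells freshly isolated (day 0, n = 3) and after 12 hours (n = 3), 2 weeks (n = 3) and 5 weeks (n = 2) on OP9M2 stroma, and freshly isolated CD34+CD38+CD90− progenitors (n = 2). The cultures contained SCF and TPO at 25 ng/ml each. For FLT-3L the paper's methods give 25 ng/ml and the sample labels 40 ng/ml. Each array was assigned to its group from its label and the paper's description, and arrays were taken as unpaired.

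The authors amplified RNA of 100000 sorted cells per array, hybridized it and deposited probe set intensities that they had background-corrected, normalized and summarized by RMA with the R package affy in Bioconductor 2.7. The versions of RMA and affy are not stated. The deposited intensities are on a linear scale. They exceed the range of a 16-bit scanner on all arrays, which argues against log2 values raised on their own base. They may have been written with the natural exponent. Every intensity and fold change given here rests on the deposited scale. The authors also made detection calls with MAS5.0, which are not analysed here.

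Of 54675 probe sets, 54518 were tested, after 62 control probe sets and 95 probe sets of genes left out to protect the donors had been removed. The annotation gave 1 gene symbol to 41097 probe sets, several to 1801 and none to 11777. Each of 19740 genes was represented by the probe set of its own with the highest mean log2 intensity over all arrays. Intensities were analysed as log2(value + 1), without further normalization and without a filter on dim probe sets.

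Groups were compared with limma 3.58.1 in R 4.3.3, in 1 linear model of all 5 groups and its moderated two-sided test. The groups of 2 arrays thus shared their estimate of the spread with the groups of 3. A change was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold, the thresholds that the paper's methods give as 5% FDR and 2-fold. The SE given beside a log2 fold change is the moderated SE of limma, and the SD beside an intensity is that of the arrays of a group. An adjusted p given alone for a gene is that of limma over all tested probe sets. The comparisons were each group with day 0, 2 weeks with 12 hours, 5 weeks with 2 weeks and 5 weeks with the progenitors. The comparison of 5 weeks with 12 hours was added after the data were examined.

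Arrays were compared by Spearman correlation over all tested probe sets, by average linkage on 1 minus that correlation and by principal components of centred log2 values. Differences in correlation between groups were tested by exact two-sided permutation of the arrays. Probe sets that differed between any pair of day 0, 12 hours, 2 weeks and 5 weeks were grouped by fuzzy c-means (e1071 1.7.16, 8 patterns as in the paper, a fuzzifier of 1.25, which the paper's text does not state, and 20 starts with fixed seeds).

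The lists of genes, 44 in number, were fixed before the data were examined. They were tested with camera of limma, two-sided, once with a preset correlation between genes of 0.01 and once with the correlation estimated from the residuals, with adjustment over the lists of a comparison. Their overlap with the patterns was tested by Fisher's exact test, one-sided for more members than chance gives. A count given as adjusted over the list alone uses the limma p-values of the list's genes only, with the 2-fold limit for the paper's panels and without it for the other lists. A further 16 lists are panels of the paper's figures and its Table S2. They were chosen by the study, most of them on these arrays, and were only counted. Some of the 44 lists share genes with these panels, and to that extent are not independent of them.

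Genes are named by a rule fixed before the data were examined. It takes every gene that the paper names in its text, in Figs. 3 to 6 or in Table S2, the 10 largest rises and 10 largest falls of each comparison with day 0 among called genes whose arrays do not overlap, the 3 members of a list with the largest change, and the gate markers. The values in the paper's tables and figures had been seen when this rule was written. Where a count of 5 or fewer, or a single feature, is named outside it, the gene was chosen after its values were seen. MPL, MAPK1 and BPI had no probe set of their own and carry no value. PBX1, HOXA9, HOXA10, BMI1, RUNX1, TP63 and HMGCR had none either and were given the brightest of the probe sets that the paper's Table S2 or S3 names for them. They count among the genes that the paper names, and not among the 19740 genes or in the lists fixed before the data were examined.

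The alternatives fixed before the data were examined were quantile normalization over all arrays, centring on each array's median, removal of the lowest 50% of probe sets, a pseudocount of 16, a fit of only the groups compared, the replicate number as a block, a variance trend with robust moderation, array weights, other thresholds (unadjusted p with 2-fold, 2-fold alone, adjusted p with no fold limit), the mean of all probe sets of a gene, each array left out in turn, Pearson correlation, complete linkage, camera with the estimated correlation, 6 or 10 patterns, fuzzifiers of 1.5 and 2, and patterns of probe sets that differ from day 0 only. A natural log of the values, a fit without the progenitor arrays and a floor of 100 were added later, as was a division of the day 0 arrays between the comparisons. The rule by which lists were picked for a closer look (at least 50% of the members higher and an adjusted p under 0.05 from camera), the choice of list results whose alternatives are given in full and the counting of a change of sign as a reversal only where a value was called were also set after the data were examined.

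The procedures were tested on simulated data with the same groups and spread. Of 50 genes each changed 2.5-fold, 26% were called at 12 hours, 38% at 2 weeks, 20% at 5 weeks and 14% in the progenitors, and of 50 genes changed 4-fold 76%, 90%, 68% and 66%. At 8-fold the shares were 96%, 98%, 96% and 92%. Between 3 and 8 of the unchanged probe sets were called per comparison. The simulated comparisons gave 141 to 170 calls each, fewer than the real ones. The adjusted threshold was therefore stricter than in the real data, and the shares called may be too low. Camera found the 1 list that had been shifted, and with the preset correlation called 1 other. Fuzzy c-means grouped 100% of 800 simulated probe sets with their own time course.

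Tables were handled with data.table 1.17.8 in R and with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9. The arrays of mouse stromal cell lines, the mouse data on Pbx1 and the data on an AhR inhibitor are not analysed here.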

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

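The comparison of 5 weeks with 12 hours, the regrouping of the 12-hour and 2-week arrays, the test for B-lineage cells and the rule by which lists were picked (at least 50% of the members higher and an adjusted p under 0.05 from camera) were chosen only after the results were seen.

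Changes from day 0 differed between the time points when these were compared directly with limma. Between 2 weeks and 12 hours 3273 probe sets differed, and 36 of 126 measured genes that the paper names did (23 without 2-week replicate 2, and 57 by a 2-fold difference alone). The count of probe sets was 1903 and 1896 without 12-hour replicates 1 and 3, and 1583 and 1487 without 2-week replicates 1 and 2. Between 5 weeks and 2 weeks 130 differed. This count was 74 and 82 without day 0 replicates 1 and 2, 82 without 12-hour replicate 3, 19 and 6 without 2-week replicates 1 and 2, 264 and 13 without 5-week replicates 1 and 2, and 80 without either progenitor array. Between 5 weeks and 12 hours 2057 differed, 1070 of them higher at 5 weeks and 987 lower. This count was 1330, 3243 and 1215 without 12-hour replicates 1, 2 and 3, and 1159 and 439 without 5-week replicates 1 and 2.

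The counts of groups of 3 arrays were set against all 10 ways to divide the same 6 arrays into 3 and 3, which are too few for a share under 0.05. Of the 10 divisions, 1 gave as many called probe sets as the real one, namely the real one itself, in each of the 3 comparisons. The real count was 3875 for 12 hours against day 0, 953 for 2 weeks against day 0 and 3273 for 2 weeks against 12 hours. The highest count of another division by limma was 0 in each. At an unadjusted p under 0.05 the highest counts of another division were 4875, 4585 and 4466, and with a 2-fold difference as well 1981, 1238 and 2134.

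Other results drew attention as signals in lists of genes that the paper does not discuss as lists, although it names single members such as CCL2, RAG1 and PAX5. At 12 hours 14 of 26 NF-κB targets were higher (19 adjusted over the list alone, and 9 without 12-hour replicate 1), led by CCL2 (log2 fold change 9.30), CXCL8 (6.82) and TRAF1 (4.96). The adjusted p of the list was 4.4e-15, and 0.188 with the estimated correlation. At the same time 10 of 19 genes of the unfolded protein response were higher (15 adjusted over the list alone, and 6 without day 0 replicate 2 or 12-hour replicate 3), with a median of 1.20. They were led by MANF (2.19, SE 0.29), CRELD2 (1.89, SE 0.23) and HYOU1 (1.66, SE 0.31), and the list's adjusted p was 2.8e-12 (0.105 estimated).

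At 2 weeks 19 of 24 targets of hypoxia were higher (23 adjusted over the list alone, and 12 without 2-week replicate 2), with a median of 2.86. The largest rises were those of PPFIA4 (7.03, SE 0.92), P4HA2 (6.33, SE 0.64) and BNIP3 (5.63, SE 0.47). The list's adjusted p was 4.8e-36, and 0.0316 with the estimated correlation.

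At 5 weeks 12 of 17 genes of monocytes and macrophages were higher (13 adjusted over the list alone, and 4 without 5-week replicate 2). Among them were S100A8 (8.71, SE 0.99), VCAN (6.26, SE 0.83) and S100A12 (5.44, SE 0.83), the last not called without 5-week replicate 2 (0.059). The list's adjusted p was 1.1e-12 (0.0584 estimated). Of 11 genes of dendritic cells 6 were higher (8 adjusted over the list alone), with a median of 3.24, led by CD1C (8.99, SE 0.80), CLEC10A (5.39, SE 0.82) and CLEC4C (5.31, SE 0.62). The list's adjusted p was 1.8e-07 (0.0789 estimated). Of the 17 genes 7 are on another list or were picked by the study, and of the 11 genes 2 are. At day 0, 3 of the 17 and 7 of the 11 lay above the median probe set.

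In the CD34+CD38+CD90− progenitors 5 of 10 replication-dependent histone genes were higher (6 adjusted over the list alone, and 3 without progenitor replicate 1), with a median of 1.60 and an adjusted p of 4.6e-05 (0.232 estimated). H2BC12 was at 2.66 (SE 0.54), H2AC6 at 2.58 (SE 0.63) and H3C2 at 2.47 (SE 0.43). Without progenitor replicate 1, H2BC12 and H2AC6 were not called (0.050 and 0.058).

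All 19 measured genes of the B lineage were higher in the progenitors (19 adjusted over the list alone, and 19 with any 1 array left out), with a median of 8.12. The adjusted p was 8.3e-32, and 1.3e-04 with the estimated correlation. RAG1 went from an intensity of 928 at day 0 to 254635 in the progenitors, and DNTT and CD24, which lay below the median probe set at day 0 so that the size of their change is uncertain, from 49.8 to 296916 and from 35.3 to 189369. Of the 19 genes, 4 are also on another list (DNTT, IGLL1, RAG1 and RAG2), 5 were picked by the study (CD24, EBF1, PAX5, RAG1 and RAG2) and 6 lay above the median probe set at day 0. In the progenitors CD34 stood at an intensity of 30126 and CD38 at 19240, against 61897 and 245 at day 0.

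The progenitors differed from day 0 in 13559 probe sets, the highest count of the 4 groups compared with day 0. The tables argue against unequal intensity distributions as the whole cause, since 13286 were called after quantile normalization (3.38 times the 12-hour count). The highest log2 ratio of the 3' to the 5' GAPDH probe set on a progenitor array was −0.11, against 0.42 on another array, which gave no sign of degraded RNA. The paper names an FFPE kit for the amplification. Whether such ratios show degradation after it was not tested, so they do not decide. Commitment to several lineages cannot be told apart from its absence, since 13 of 45 markers of neutrophils, erythroid cells and megakaryocytes were higher (28.9%), between the bounds set beforehand, and 4, 7 and 8 were without progenitor replicate 1, progenitor replicate 2 and day 0 replicate 3 (8.89%, 15.6% and 17.8%), below the lower bound. A candidate source of part of the change, as a hypothesis, is B-lineage cells within the gate, which names no marker to exclude them, since the list, written before the data were examined, had a median of 8.12, against 0.32, 0.23, 2.04 and −0.74 for neutrophils, monocytes, erythroid cells and megakaryocytes. The difference in stage that the sort was made for stays open, and was not tested apart from it.

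The 12-hour arrays lay farther from day 0 than the 2-week arrays did. The control ratios gave no sign of degraded RNA. The highest log2 ratio of the 3' to the 5' ACTB probe set on a 12-hour array was 2.03, against 2.51 at day 0 or 2 weeks. In both control genes together, 0 of the 3 arrays lay above those groups. Whether such ratios show degradation after amplification with an FFPE kit was not tested, so they do not decide. RNA of stromal cells cannot be told apart from its absence. The paper sorted CD45+CD34+CD38−CD90+ cells with antibodies against human proteins, a gate not meant to pass mouse stroma. The median over 22 stromal markers was −0.37, below the bound of 0.5 set beforehand, but that bound was wrong, since the members went both ways, with COL6A1 (5.39), VCAM1 (3.87) and FN1 (2.01, with an adjusted p of 0.054 from limma without 12-hour replicate 1) higher and COL5A1, LOX and THY1 lower, and the probes were made for human genes while the stroma was of mouse. The time on stroma, which the design names, stays open as a biological explanation and was not tested apart from the handling of each time point.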

How the results depend on the processing

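A natural log of the intensities, a fit without the 2 progenitor arrays and a floor of 100 under all intensities were chosen only after the results were seen, and the other settings before. No called value changed its direction under any setting. Where a value moved, the cause was not tested unless given. When a 5-week or progenitor array is left out, the lone array of its group is assumed to vary like those of the other groups.

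Most counts depended on the threshold and the fit. At an unadjusted p under 0.05 with 2-fold, which is less strict by construction, 6445, 3710 and 6241 probe sets changed at 12 hours, 2 weeks and 5 weeks (3875, 953 and 2836 as reported), 6036, 2154 and 5491 differed between 2 weeks and 12 hours, 5 and 2 weeks, and 5 weeks and 12 hours (3273, 130 and 2057 as reported), and 4359 genes changed at some time (2550). With 2-fold alone these were 7118, 4244 and 7209, then 6699, 2875 and 6472, and 4644 genes. A fit of only the 2 groups compared, which has fewer arrays to estimate the spread, gave 1942 at 12 hours, 1369 at 5 weeks, 2013 between 2 weeks and 12 hours, 219 between 5 weeks and 12 hours and 1462 genes. It called 0 probe sets between 5 and 2 weeks by limma (2154 at an unadjusted p with 2-fold). Array weights gave 2565 at 2 weeks, 4473 at 5 weeks, 5409, 819 and 3769 between the time points. The floor of 100 gave 2223, 453 and 1554, then 1807, 35 and 989, and 1575 genes, and the natural log, on which the same limit is harder to reach by construction, 2523 at 12 hours. Between 5 and 2 weeks the count was also 58 without the lowest 50% of probe sets, 82 with a pseudocount of 16, and 80 without the progenitor arrays.

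Whether arrays with the same number come from the same donor is not known, and they were taken as unpaired. The residuals of 23 pairs of arrays with the same number correlated at −0.111 to 0.164, with a median of 0.0404 (−0.0150 for other pairs). Of the 13 arrays, 6 had their highest correlation with an array of their own number, so pairing is not excluded. With the number as a block, 3826, 902, 2255 and 13353 probe sets changed at 12 hours, 2 weeks, 5 weeks and in the progenitors, 3298, 68, 1585 and 14365 differed between 2 weeks and 12 hours, 5 and 2 weeks, 5 weeks and 12 hours, and 5 weeks and the progenitors, and 2375 genes changed. In the block fit 25 regulators of Table S2 were not changed.

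With 1 array left out, the counts ran from 2169 to 4730 at 12 hours, 243 to 1098 at 2 weeks, 444 to 3012 at 5 weeks and 10280 to 13795 in the progenitors. They ran from 1487 to 4545 between 2 weeks and 12 hours, 6 to 264 between 5 and 2 weeks, 439 to 3243 between 5 weeks and 12 hours and 10156 to 14710 between 5 weeks and the progenitors. For genes changed at some time they ran from 1734 to 2958, for regulators not changed from 23 to 29 and for regulators within 2-fold from 21 to 22. The counts in the progenitors, between 5 weeks and the progenitors and of unchanged regulators stayed within 1.5 times the reported one under every setting run.

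The 3 differences in the correlation with day 0 that were followed through the settings kept their sign. Without the lowest 50% of probe sets the difference between 2 weeks and 12 hours was 0.0355 (0.0126 as reported, 0.00943 to 0.0164 with 1 array left out), that between 5 and 2 weeks −0.0281 (−0.00967, and −0.0147 to −0.00461), and that between 12 hours and the progenitors 0.123 (0.0472, and 0.0421 to 0.0523). With complete linkage 3 of the 5 groups had a branch of their own, against 5. The shares of early rises and falls within 2-fold of day 0 at 2 weeks, 71.5% and 72.4%, ran from 63.2% to 76.4% and from 62.7% to 77.3%.

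The adjusted p of a list from camera depended most on the correlation between genes. With the estimated correlation, 70 of 176 results of a list and a comparison ended and 106 stayed on their side of the threshold. Among the list results followed through every setting, those that ended were AhR targets (0.0725), NF-κB targets (0.188) and apoptosis regulators (0.112) at 12 hours, neutrophil granules at 2 weeks (0.0591) and 5 weeks (0.0566), G2/M (0.183) and DNA repair (0.526) at 5 weeks, and the HSC signature in the progenitors (0.100). Of the other list results given, p53 targets (0.112), the HSC signature (0.191) and the unfolded protein response (0.105) at 12 hours, inflammation and toll like receptors (0.0646), monocytes (0.0584) and dendritic cells (0.0789) at 5 weeks, and replication-dependent histones in the progenitors (0.232) were among those that ended. DNA repair, at 0.0441, also ended with quantile normalization (0.284), without the lowest 50% of probe sets (0.212) and with the mean of all probe sets of a gene (0.209), and ran from 0.0292 to 0.108 with 1 array left out (over the threshold without day 0 replicates 1 and 2 and 5-week replicate 1). The other lists ran from 2.9e-05 to 4.3e-04 for AhR, 3.7e-05 to 3.9e-04 for apoptosis and 9.2e-21 to 1.5e-12 for NF-κB at 12 hours. At 2 weeks they ran from 3.1e-30 to 3.7e-24 for glycolysis, 1.9e-39 to 4.5e-31 for hypoxia, 3.4e-10 to 8.3e-07 for lymphoid progenitors and 8.6e-17 to 1.2e-10 for neutrophil granules. At 5 weeks they ran from 2.3e-19 to 1.7e-14 for neutrophil granules, 2.2e-26 to 1.3e-17 for G2/M and 0.112 to 0.532 for niche adhesion, and in the progenitors from 3.5e-33 to 7.0e-27 for the B lineage and 2.2e-17 to 1.2e-13 for the HSC signature.

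Of 252 called values of named genes, none reversed. The floor of 100 ended 52 of the calls, the fit of 2 groups 35, the natural log 32, the mean of probe sets 18, the block 17, quantile normalization 14, array weights 11, centring 9 and the pseudocount 6, and single arrays left out ended 6 (12-hour replicate 2) to 46 (day 0 replicate 2). Of 8419 values called under neither setting, 189 had the other sign.

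Signal over background limits what dim probe sets show. The floor of 100 and the filter both act on them, and an intensity near the lowest values says little about the size of a change.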

Differences from the paper's values

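Values of the paper were read by eye from Fig. 3C, whose legend names a 2-fold change, while the paper's methods also give 5% FDR. The counts here use both limits. The alternatives named were fixed before the data were examined unless said otherwise.

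The numbers of rises and falls differed from those of Fig. 3C. At 2 weeks 618 probe sets rose, against the paper's about 270 genes in Fig. 3C. Of the alternatives, leaving out day 0 replicate 1 (290), day 0 replicate 2 (304) or 2-week replicate 1 (233) came within 1.5 times of the paper's number, and no other did. At 5 weeks 1680 rose, against the paper's about 920 in Fig. 3C. Here a fit of only the 2 groups (770), the replicate block (1328) and leaving out day 0 replicate 1, 2 or 3 (1141, 1110 and 1262), 2-week replicate 2 (1326) or 5-week replicate 1 (1098) came within that range, and the others did not. In the progenitors 8774 fell, against the paper's about 3800 in Fig. 3C, and no alternative came within the range. With 1 probe set per gene, the rises at 2 weeks (264) and 5 weeks (689) and the falls in the progenitors (4180) lay within 1.5 times of these numbers of Fig. 3C, which counts genes. A floor of 100 (325 at 2 weeks and 993 at 5 weeks) and the natural log (1146 at 5 weeks) also came within it. Both were chosen after the values were seen, and of 24 values called in the paper's Table S2 they drop 10 and 4.

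In Fig. 3C the split between rises and falls at 2 weeks, at 5 weeks and in the progenitors is the opposite of the one found here. In the progenitors the split found here depended on the scaling, and rises and falls were nearly equal in number after quantile normalization. It shows about 270 rises and about 490 falls at 2 weeks, where 618 probe sets rose and 335 fell, so that in the opposite direction the paper's numbers and these lie within 1.5 times of each other. At 5 weeks it shows about 920 and about 1300, where 1680 rose and 1156 fell, and in the progenitors about 6300 and about 3800, where 4785 rose and 8774 fell, again within 1.5 times in the opposite direction. With 1 probe set per gene the split was the same as for probe sets at 2 weeks (264 and 148), at 5 weeks (689 and 520) and in the progenitors (1432 and 4180), but none of these numbers lay within 1.5 times of the paper's in the opposite direction. In the paper's Table S2 the sign was the one found here in 260 of 270 pairs of a probe set and a time. The totals of probe sets lay within 1.5 times of the paper's in all 4 groups, and at 12 hours so did rises (1983) and falls (1892).

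With 1 probe set per gene the numbers of genes were lower than those of Fig. 3C. At 12 hours 1680 genes changed, against the paper's about 3000 in Fig. 3C, and an unadjusted p with 2-fold (2613), 2-fold alone (2818) and leaving out 12-hour replicate 2 (2049) came within the range. At 2 weeks 412 changed, against the paper's about 760 in Fig. 3C, and only array weights (1004) came within it. At 5 weeks 1209 changed, against the paper's about 2200 in Fig. 3C, and array weights (1836), an unadjusted p with 2-fold (2464) and 2-fold alone (2764) came within it. In the progenitors 5612 changed, against the paper's about 10000 in Fig. 3C, and no alternative did.

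The comparison of genes by direction was added after the values were seen. At 12 hours 787 genes rose and 893 fell, against the paper's about 1500 and about 1500 in Fig. 3C. An unadjusted p with 2-fold (1147 and 1466) and 2-fold alone (1242 and 1576) came within the range for both, array weights (1006), no fold limit (1015) and leaving out 12-hour replicate 2 (1170) did for the falls, and no other did. At 2 weeks 148 genes fell, against the paper's about 490 in Fig. 3C, and at 5 weeks 520, against the paper's about 1300. Array weights (469 and 881), an unadjusted p with 2-fold (615 and 1212) and 2-fold alone (720 and 1393) came within the range at both times, and no other did. In the progenitors 1432 genes rose, against the paper's about 6300 in Fig. 3C, and no alternative came within the range.

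Some genes that the paper places among changed ones were not called. Of the 9 measured genes of Fig. 5H, 4 were called at 2 weeks, when the paper describes genes of the panel as raised. TLR4 (log2 fold change 1.59, adjusted p of 0.050 from limma) was called with quantile normalization, centring, array weights, an unadjusted p, 2-fold alone, the mean of its probe sets, and without day 0 replicate 1 or 12-hour replicate 2 or 3. IL7R (3.31, 0.062) was called without the lowest 50% of probe sets, with a fit of 2 groups, a variance trend, array weights, an unadjusted p, 2-fold alone, the mean of its probe sets, and without 12-hour replicate 2 or 3. RAG1 (1.07, 0.096) was called with array weights, an unadjusted p, 2-fold alone and the mean of its probe sets. TLR7, at −0.21, was called under none. RAG2 (6.36), EBF1, MPO (5.20) and S100A8 (6.19) rose as the paper states.

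The paper describes CDKN1C as falling at 12 hours, where it was at −1.57 (adjusted p of 0.089 from limma) and was called at an unadjusted p, at 2-fold alone and without 2-week replicate 3. HLF (−4.03) and FLT3 (−2.93), named with it, were called, and 2 of the 5 measured genes of Fig. 4F were. NEK2, which the paper gives among genes raised by 5 weeks, was at 1.29 (0.29) and was called at 2-fold alone and with the mean of its probe sets (1.91, 0.024), while 4 of the 7 genes of Fig. 5G were called. AHRR, which the paper describes as close to its starting level at 2 weeks, was at 2.34 (0.053), and was called above day 0 with centring, without the lowest 50% of probe sets, with a variance trend, array weights, an unadjusted p, 2-fold alone, the mean of its probe sets, and without day 0 replicate 3 or 2-week replicate 3. CYP1A1 (−0.50) and CYP1B1 (1.03, with an adjusted p of 0.45) were not called then.

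Of the 3 genes of Fig. 6E, which the paper describes as falling already at 12 hours, SELP was called then, at −2.66, and 3 were when adjusted over the list alone. TEK (−1.92, adjusted p of 0.059 from limma) was called with a variance trend, array weights, an unadjusted p, 2-fold alone, the mean of its probe sets and without 12-hour replicate 2. CDH2 (−1.76, 0.097) was called at an unadjusted p and at 2-fold alone.

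The paper's Table S2 and the values here could be compared for 270 pairs of a probe set and a time. The sign was the same in 260, and the differences had a median of 0.06 and a maximum of 0.73 on the log2 scale. Called in both were 23 pairs, and in the table alone 1 probe set of SMAD4 at 12 hours (1.65 with p = 0.039 in the paper's table, 1.16 with an adjusted p of 0.12 from limma here). Called here alone were 2, FOXO3 at 12 hours and FOXO1 at 5 weeks. Of the 32 regulators, 22 lay within 2-fold at all times here, 21 did by the values of the same probe sets in the paper's table and 25 with the natural log. With every probe set of a regulator in the paper's table required to stay within 2-fold, 13 did.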

Other observations

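The test of hypoxia targets outside glycolysis was chosen only after the result was seen. The test of the scale of the deposited values was written before.

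The rise of hypoxia targets at 2 weeks was set against the rise of glycolysis, which the paper describes. A response to low oxygen beyond the glycolytic enzymes cannot be told apart from its absence. Of 23 hypoxia targets that are not on the glycolysis list, 18 were higher at 2 weeks (78.3%, 13 without 2-week replicate 1 and 11 without 2-week replicate 2). Only 1 of the 24 measured targets is on that list, so after 19 of the 24 had been seen higher this share could not have been lower, and the test decides nothing. Oxygen was not varied in this design.

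The highest deposited intensity of every array lies above the range of a 16-bit scanner, which natural exponents of log2 values could give, since the natural log of the highest value was at most 14.8. On the deposited scale the slope of log2 intensity on log2 concentration of the hybridization controls had a median of 0.901 (0.786 to 1.04), where a slope over 1 had been set beforehand as the mark of that explanation and a slope of 1 or less on most arrays as the mark against it. That mark was met, but RMA's background correction and normalization can flatten the slope on either scale, and read as natural exponents the median slope was 0.625, which is also possible. The scale of the deposited values thus cannot be told apart by this test. Fold changes on the deposited scale differed from those of the paper's Table S2 by a median of 0.06 (log2), so both share 1 scale.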
